# Endogenous acrolein accumulation in *akr7a3* mutants causes microvascular dysfunction due to increased arachidonic acid metabolism

**DOI:** 10.1016/j.redox.2025.103639

**Published:** 2025-04-17

**Authors:** Xin Zhang, Johannes Gschwind, Vanessa Erben, Katrin Bennewitz, Xiaogang Li, Carsten Sticht, Gernot Poschet, Ingrid Hausser, Thomas Fleming, Julia Szendroedi, Peter Paul Nawroth, Jens Kroll

**Keywords:** Acrolein, Arachidonic acid metabolism, Aldo-keto reductase, Ocular vascular diseases, Kidney alteration, Zebrafish

## Abstract

Acrolein (ACR) is an endogenous reactive unsaturated aldehyde that can be detoxified by the aldo-keto reductase (AKR) enzyme system. While it has been shown that accumulation of ACR is associated with several health problems, including inflammation, oxidative stress, and cardiovascular disease the study aimed to analyze whether an endogenous accumulation of ACR is causal for vascular dysfunction in an *akr7a3* mutant zebrafish model. Enlargement of the hyaloid and retinal vasculature, as well as alterations in the larval pronephros and thickening of the glomerular basement membrane in the adult kidney were found upon ACR accumulation. Transcriptomic and metabolomic analyses, followed by functional validation, revealed that the up-regulation of genes controlling the arachidonic acid metabolism and activation of the leukotriene pathway are responsible for the observed microvascular changes. In conclusion, the data have identified an intrinsic function of ACR in *akr7a3* mutants that activates the arachidonic acid metabolism and subsequently disrupts vascular integrity by promoting an inflammatory response. Thus, ACR is causal in the development of vascular disease.

## Highlights

• Acrolein accumulates in *akr7a3* zebrafish mutants
• Acrolein is causal for microvascular dysfunction
• Acrolein activates the arachidonic acid metabolism

## 1 Introduction

Reactive carbonyl species (RCS) are a group of highly reactive metabolites containing one or more carbonyl groups. These RCS can be formed as by-products during the oxidation of carbohydrates, lipids, and amino acids *in vivo*. Due to their high reactivity, RCS can modify cellular macromolecules such as proteins, lipids, and DNA, leading to organ dysfunction, apoptosis, and inflammation. The accumulation of RCS is considered to be a detrimental factor in the pathogenesis of degenerative diseases such as diabetes mellitus (DM) [1], cardiovascular disease (CVD) [2], and Alzheimer's disease [3]. Therefore, normal life is only possible when formation and detoxification of these metabolites is carefully controlled.

As a member of the RCS, acrolein (ACR) is a highly reactive α,β-unsaturated aldehyde that can be derived from lipid peroxidation, polyamine metabolism, and myeloperoxidase synthesis [4,5]. ACR can easily diffuses across lipid membranes and enter various cell types. More importantly, its oxidative carbonyl group allows it to react with proteins, lipids, and DNA via either Schiff base or Michael addition reactions, leading to molecular dysfunction and cellular maladaptation [6]. Endogenous ACR production can be increased under conditions such as hyperglycemia [7], ischemia [8], and inflammation [9], highlighting its important role in the pathogenesis of various diseases. Several studies have also shown that ACR plays a pivotal role in the pathogenesis of atherosclerosis [10], diabetic retinopathy [11], cerebral vascular disease [12], and acute kidney injury [8]. Exposure to ACR can induce ferroptosis by activating endoplasmic reticulum stress [13,14] and impair insulin signaling pathways by inhibiting mitochondrial respiration [15]. In addition, ACR can promote the progression of atherosclerosis, where ACR-induced ERK phosphorylation enhances leukotriene production and matrix metalloproteinase (MMP) expression, leading to atherosclerotic lesions [16].

The above studies have used either exogenous, unphysiological ACR to induce cellular changes or metabolic disorders that increase ACR in order to study the pathogenic effects of ACR. In the absence of specific acrolein inhibitors, it remained unknown whether endogenous ACR could actually directly induce disease-like organ changes. Furthermore, the main targets of endogenously elevated acrolein have not been investigated, but vascular and renal changes are likely to be the main targets of elevated acrolein. It would therefore be essential to develop an experimental strategy to increase ACR endogenously, without external manipulation or metabolic and disease activation.

ACR can be detoxified by aldo-keto reductase (AKR) enzymes. AKRs function as NADPH-dependent oxidoreductases that catalyze the reduction of aldehydes and ketones to their corresponding primary and secondary alcohols, respectively. Our previous study showed that the loss of Akr1a1a in zebrafish resulted in ACR-mediated impaired glucose homeostasis and subsequent activated angiogenic retina and a glomerular basement membrane thickening [17]. Additional studies have also identified a role for Akr7a1 and Akr7a2 in mitigating cytotoxicity and tissue damage by protecting against ACR-induced DNA damage *in vivo* and in vitro [18,19]. Taken together, these studies identified ACR as a substrate of the AKR superfamily and revealed its crucial role in regulating metabolic homeostasis and cellular function. Akr7a3 is a member of the AKR superfamily and shares similar crystal structures and protein functional domains with other AKRs, but its substrate specificity and biological function are largely unknown. It has been suggested that Akr7a3 is responsible for the detoxification of aflatoxin B1 by reducing protein adducts, thereby inhibiting AFB 1-induced cytotoxicity [20]. In addition, Akr7a3 may play a role in protecting against acetaminophen (APAP)-induced hepatotoxicity [21] and contributes to hormone metabolism, and carcinogen degradation [22].However, whether ACR accumulates in *akr7a3*^*−/−*^ mutants and whether endogenously increased ACR regulates endothelial and renal dysfunction remained unknown.

Therefore, the study was designed to address the following questions. Does ACR accumulate in *akr7a3*^*−/−*^ mutants? What are the consequences of endogenous ACR accumulation on the vasculature and kidney in *akr7a3*^*−/−*^ zebrafish and what is the molecular mechanism of ACR activity? Our data showed that endogenous ACR accumulation in *akr7a3*^*−/−*^ mutants activates the arachidonic acid metabolism, leading to increased vessel diameter in the retina and thickening of the glomerular basement membrane (GBM) in the kidney. ACR has therefore been identified as a causal factor in the development of microvascular disease.

## 2 Results

### 2.1 Generation and validation of *akr7a3*^*−/−*^*mutant* zebrafish

Previous studies have shown that the AKR superfamily plays a crucial role in detoxifying reactive aldehydes and maintaining glucose metabolism homeostasis [17,23,24]. Among its members, *akr7a3* is conserved across species including humans and zebrafish (Figs. S1A and B). In humans, *akr7a3* was predominantly expressed in the pancreas, gastrointestinal tract, and liver and gallbladder (Fig. S1A) [[25], [26], [27]]. Multiple sequence alignment revealed that rat, human and zebrafish homologues of the Akr7a3 enzyme share a conserved active site and three substrate binding sites (Fig. S1C). Further RT-qPCR analysis revealed that *akr7a3* was predominantly expressed in the liver, with lower expression observed in the kidney and spleen in adult *akr7a3*^+/+^ zebrafish (Fig. S1D). This suggested that zebrafish could be used to study the *akr7a3* gene due to its many advantages in metabolic disease research [28,29].

To investigate the detoxification of reactive metabolites and the specific function of Akr7a3 in the metabolism and vasculature, an *akr7a3*^*−/−*^ zebrafish line was generated using CRISPR/Cas9 technology. The CRISPR-guideRNA (gRNA) was synthesized targeting exon 1 of *akr7a3* (Fig. S2A). The gRNA was injected into *Tg(fli1:EGFP)* zebrafish embryos along with Cas9 mRNA for further breeding. Subsequent validation showed that a 10 bp insertion of the *akr7a3* gene was identified by genomic DNA sequencing, resulting in a frameshift mutation in the *akr7a3* gene and a premature stop codon in the process of Akr7a3 translation (Figs. S2A and B). Subsequent experiments were performed at the DNA, RNA, and protein levels to validate the generation of an *akr7a3*^*−/−*^ mutant. The genomic DNA bands of *akr7a3*^+/+^, *akr7a3*^*−/−*^, and *akr7a3*^+/−^ could be distinguished after PCR amplification and gel electrophoresis (Fig. S2C). RT-qPCR analysis validated that *akr7a3* mRNA was significantly decreased in the liver of adult *akr7a3*^*−/−*^ zebrafish (Fig. S2D). Western blot analysis showed that the signal of Akr7a3 protein was completely lost in the eyes of adult *akr7a3*^*−/−*^ zebrafish (Fig. S2E). Furthermore, the genotype distribution of the offspring of *akr7a3*^+/−^ zebrafish is consistent with Mendelian inheritance (Fig. S2F). Interestingly, no compensation of expression in *akr7a3*^*−/−*^ mutants for *akr1a1a* and vice versa could be detected (Figs. S2G and H). In conclusion, these data indicated that the *akr7a3*^−/−^ zebrafish has been successfully established.

### 2.2 Increased acrolein in *akr7a3*^*−/−*^ zebrafish larvae and in adult organs

To determine whether RCS were altered in *akr7a3*^*−/−*^ zebrafish, measurements of reactive metabolites including Acrolein (ACR), 4-Hydroxynonenal (4-HNE), Methylglyoxal (MG), Glyoxal, 3-Deoxyglucosone (3DG) were performed in zebrafish larvae and adults. The results showed that only ACR was significantly elevated in *akr7a3*^*−/−*^ zebrafish larvae to 10pg/larvae (Fig. 1A) compared to 6pg/larvae in *akr7a3*^*+/+*^ zebrafish. In addition, ACR was also increased in liver, eye, and kidney of adult *akr7a3*^*−/−*^ zebrafish (Fig. 1B–D). The other reactive metabolites measured, including glyoxal, MG, 3DG and 4-HNE (Fig. 1E–H), were not changed. Interestingly, glutathione (GSH) levels were decreased in *akr7a3*^*−/−*^ mutants while glutathione disulfide (GSSG) and the GSH:GSSG ratio remained unchanged (Fig. 1I–K). The reduction in GSH suggests a decreased redox buffering capacity in the *akr7a3* mutant, but since GSSG levels remain unchanged, the overall shift appears to be due to decreased GSH rather than increased oxidation per se. Taken together, these results identified ACR as the primary reactive metabolite that accumulates in *akr7a3*^*−/−*^ zebrafish. This accumulation persists throughout zebrafish development and is particularly evident in organs damaged in *akr7a3*^*−/−*^ zebrafish (see Fig. 2, Fig. 3).

**Fig. 1:**
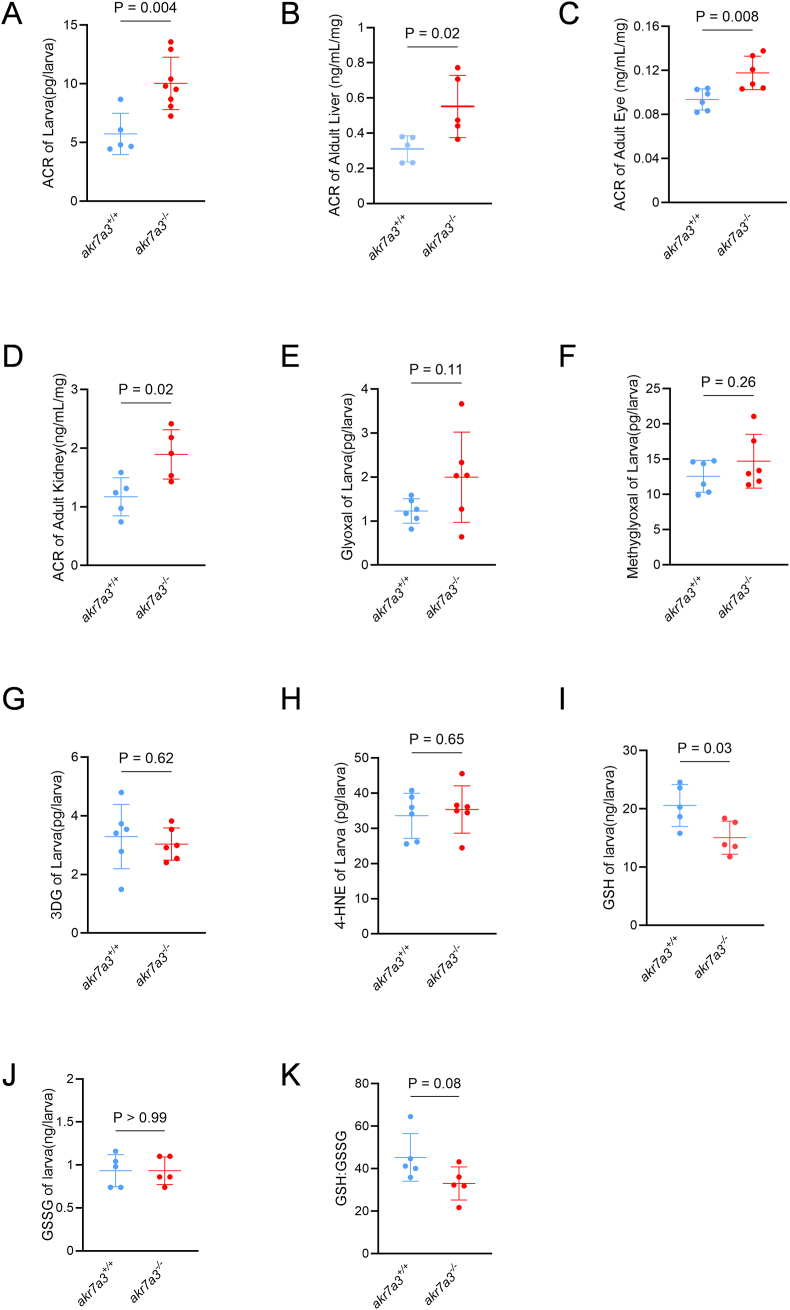
**Endogenous ACR was accumulated in *akr7a3*^*−/−*^ mutant zebrafish.** (A–D) ELISA determination indicated that ACR was significantly increased in 96 hpf old *akr7a3*^*−/−*^ larvae (A) and in adult *akr7a3*^*−/−*^ liver (B), *akr7a3*^*−/−*^ eye (C), and *akr7a3*^*−/−*^ kidney (D). Each data point indicates 47–50 larvae per clutch or one adult zebrafish organ, n = 5–8. (E–H) Representative RCS quantification by mass spectrometry or ELISA. The concentration of glyoxal (E), methylglyoxal (F), 3DG (G), and 4-HNE (H) remained unaltered in *akr7a3*^*−/−*^ larvae. Each data point indicates 47–50 larvae per clutch, n = 6. (I–K) Quantification of GSH and GSSG revealed a significant decrease in GSH in 5 dpf old *akr7a3*^*−/−*^ larvae (I), while GSSG (J) levels and the GSH/GSSG ratio (K) remained unchanged. Data represent 50 larvae per clutch, n = 5. The bars indicate mean ± SD values. Statistical analysis was performed by Student's t-test. ACR, acrolein; 3DG, 3-Deoxyglucosone; 4-Hydroxynonenal, 4-HNE; GSH, glutathione; GSSG, glutathione disulfide.

**Fig. 2:**
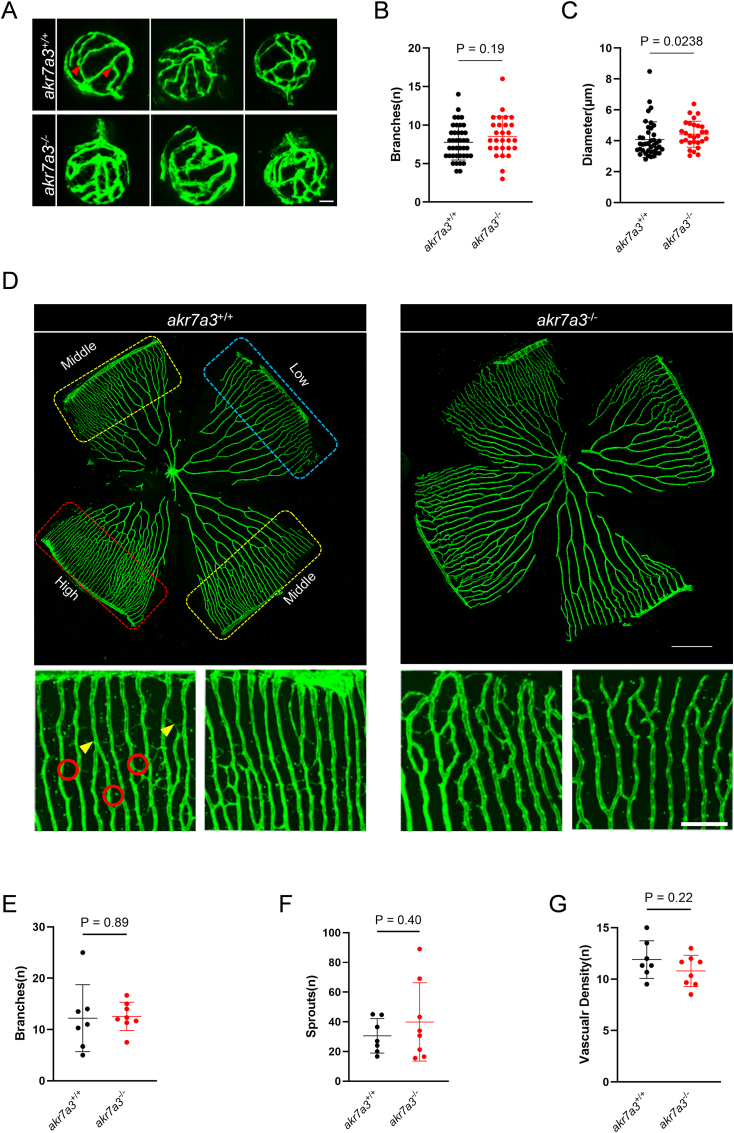
**Increased hyaloid vessel diameter in larvae of *akr7a3*^*−/−*^ eyes**. (A–C) Representative confocal images and quantification of hyaloid vasculature in larvae at 5dpf. No significant difference was observed in branches among *akr7a3*^*+/+*^ and *akr7a3*^*−/−*^ mutant larvae (B), however the diameter of hyaloid blood vessels was significantly increased in *akr7a3*^*−/−*^ mutants (C), white scale bar = 30 μm, n = 40/28, red arrows indicate branch points. (D–G) Representative confocal images and quantification of adult retinal vasculature. The vascular branches (E), sprouts (F), and vascular density (G) were not altered between adult *akr7a3*^*+/+*^ and *akr7a3*^*−/−*^ zebrafish. Yellow arrows are branch points, red circles are sprouts. Red frame, high density area; Blue frame, low density area; Yellow frame, middle density area; Upper white scale bar = 350 μm, lower white scale bar = 100 μm, n = 7/8. Each data point represents vasculature in a 350 μm^2^ area in the high-density region of the retina. Statistical analysis was performed by Student's t-test, The bars indicate mean ± SD values; dpf, days post fertilization.

**Fig. 3:**
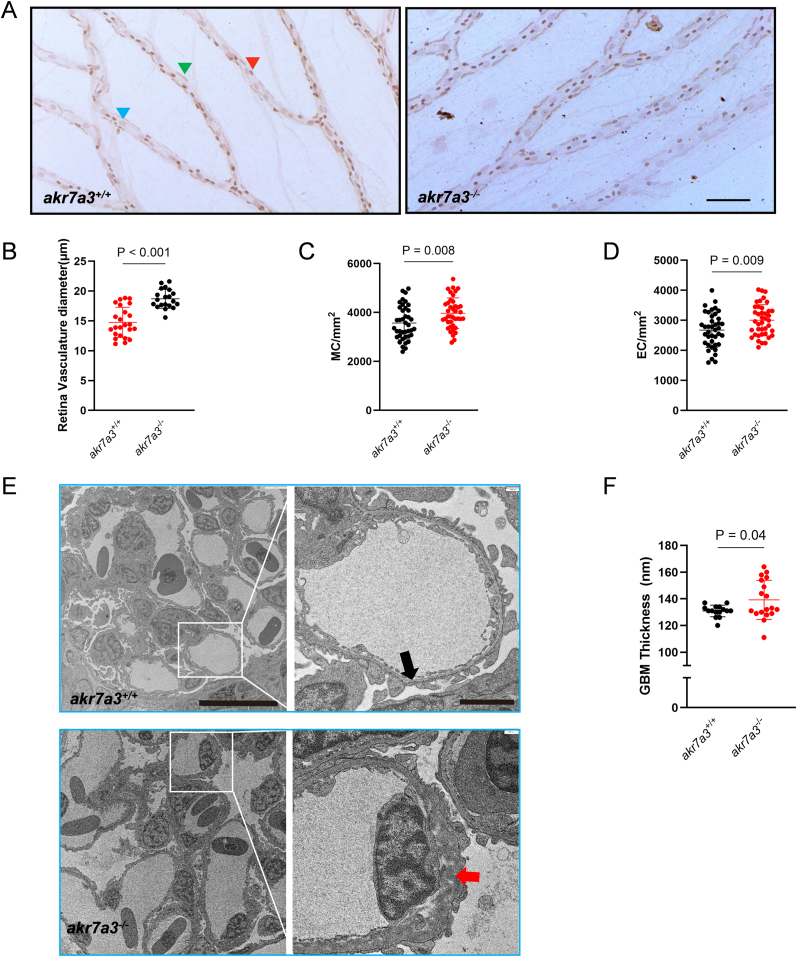
**Increased retinal vessel diameters and GBM thickening in adult *akr7a3*^*−/−*^ zebrafish.** (A–D) Representative hematoxylin staining and quantification of retinal vasculature. The retinal blood vessel diameters of *akr7a3*^*−/−*^ eyes were significantly increased (B). The number of MC (C) and EC (D) was also increased. n = 40. Blue arrows, EC; green arrows, MC; Red arrows, RBC; Black scale bar = 100 μm. (E,F) Representative EM images and GBM quantification showed a significant increase in GBM thickness in adult *akr7a3*^*−/−*^ kidneys. n = 15/18. Black arrow, normal GBM of adult *akr7a3*^+/+^ zebrafish, red arrow, thickened GBM of *akr7a3*^*−/−*^ zebrafish. Scale bar = 10 μm (left) and 2 μm (right), respectively. The bars indicate mean ± SD values. Statistical analysis was performed by Student's t-test. EC, endothelial cells; MC, mural cell; RBC, red blood cell; EM, electron microscopy; GBM, glomerular basement membrane.

### 2.3 Accumulated ACR altered vasculature in the eyes and glomerular basement membrane in *akr7a3*^−/−^ zebrafish

To determine whether the microvasculature was altered in *akr7a3*^*−/−*^ zebrafish, the vasculature of the eyes and the glomerular basement membrane (GBM) of the kidney were analyzed. Confocal microscopy data of the hyaloid vasculature showed no alteration in the number of vessel branches, but the diameters were increased (Fig. 2A–C). The adult retinal vasculature, including vessel sprouting, vessel branching and vessel density, was not significantly changed in adult *akr7a3*^*−/−*^ zebrafish (Fig. 2D–G). However, consistent with the increased vessel diameter of hyaloids in *akr7a3*^*−/−*^ larvae, the hematoxylin staining analysis confirmed an increased diameter of retinal blood vessels in adult *akr7a3*^*−/−*^ zebrafish (Fig. 3A and B). In addition, the number of mural cells (MC) and endothelial cells (EC) increased by 12.3 % and 11.1 %, respectively compared with *akr7a3*^*+/+*^ zebrafish (Fig. 3C and D). The GBM, located between the podocytes and the ECs, is a critical part of the filtration system, and GBM thickening is an early hallmark of metabolically driven renal changes, including diabetic nephropathy [30]. Transmission electron microscopy (TEM) analysis was performed to measure the thickness of the GBM and showed a significant increase in GBM thickness in adult *akr7a3*^*−/−*^ zebrafish kidneys (Fig. 3E and F). These data suggested that vascular structures are altered in the presence of endogenous ACR.

To establish a causal relationship between the increased ACR levels in *akr7a3* mutants and the observed vascular changes, zebrafish embryos and larvae were incubated with ACR (Fig. S6) and the hyaloid vasculature and pronephros were analyzed. The results showed a significant dilation of the hyaloid vasculature after ACR treatment compared to controls. To demonstrate that acrolein itself mediates this effect, co-incubation with the ACR scavenger l-carnosine (CAR) was performed and it was found that CAR reversed the observed phenotype to a level compared to control larvae (Fig. 4A and B). In the pronephros, ACR decreased neck length, but co-incubation with CAR normalized it (Fig. 4C–F). Analysis of podocin and nephrin expression by qPCR in adult *akr7a3*^*−/−*^ kidneys as markers of renal physiology and function revealed reduced expression of both markers, indicating deterioration of renal function in the *akr7a3* mutant (Fig. 4G and H). Taken together, these data provide strong evidence that the accumulation of ACR is responsible for the phenotypes observed in the *akr7a3*^*−/−*^ mutant.

**Fig. 4:**
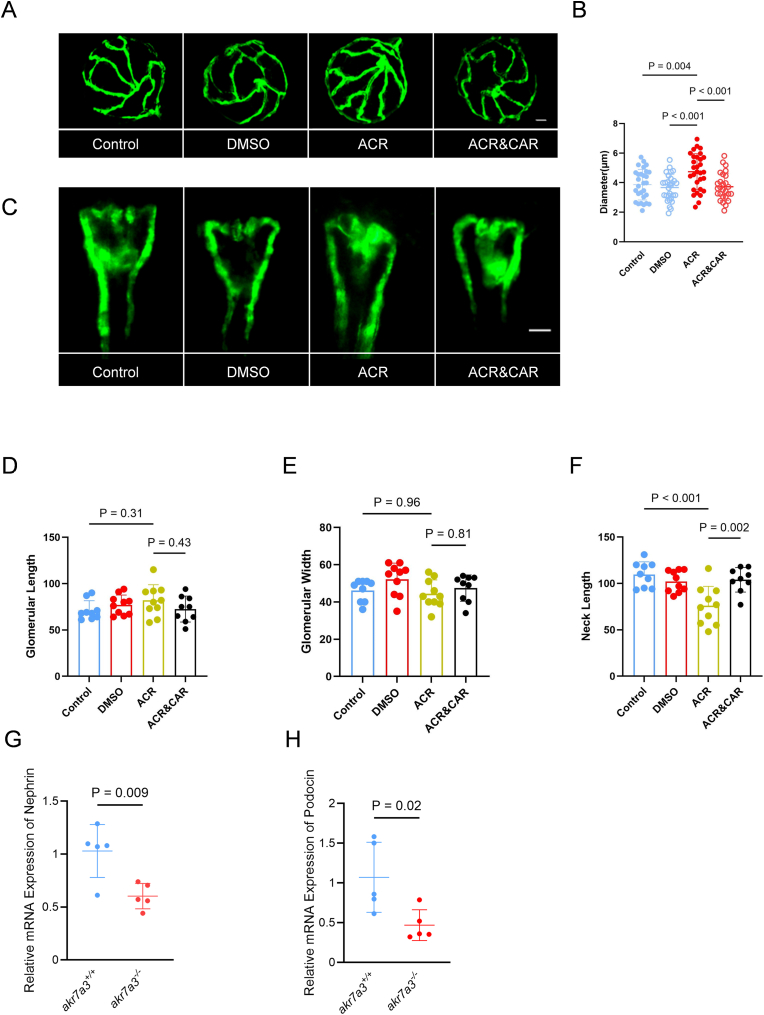
**Exogenous ACR induced dilation of hyaloid blood vessels and pronephric nephron alterations in zebrafish.** (A–B) Representative confocal images and quantification of hyaloid vasculature in larvae at 5dpf. A significant increase in diameter of hyaloid vasculature was observed in *akr7a3*^*+/+*^ larvae incubated with 10 μM ACR. n = 27–30, white scale bar = 30 μm. (C) Fluorescence microscopy images of pronephric nephrons at 48hpf. Larvae of *akr7a3*^*+/+*^ were incubated with ACR, ACR&CAR, or equivalent volume of DMSO as indicated, white scale bar = 50 μm. (D–F) Quantification of pronephric nephron indicated unchanged glomerular length (D) and glomerular width (E). However, neck length (F) was significantly reduced after ACR incubation compared to control group, while the reduced neck length was rescued in ACR&CAR co-incubation group. n = 9/10. (G–H) Expression levels of nephrin (G) and podocin (H) were significantly reduced in adult *akr7a3*^−/−^ kidneys, indicating a marked disruption of the glomerular filtration barrier in the absence of Akr7a3. n = 5. For statistical analysis, one-way ANOVA was used for comparisons among multiple groups, while the Student's t-test was applied for comparisons between two groups. Data are presented as mean ± SD. CAR, l-Carnosine; DMSO, Dimethyl sulfoxide.

### 2.4 Increased arachidonic acid metabolism caused vascular changes in *akr7a3*^*−/−*^ zebrafish

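RNA from the eyes of adult zebrafish was sequenced, with 6 eyes from *akr7a3*+/+ and 6 eyes from *akr7a3*-/- animals. The mutant line was made with CRISPR/Cas9 and carries an insertion in the first coding exon of *akr7a3* that introduces an early stop codon. Strand-specific libraries were made from polyadenylated RNA and read on the DNBSEQ platform, which sequences amplified DNA nanoballs. The authors mapped the reads to the zebrafish genome build GRCz11 with HISAT2, counted them on genes with featureCounts, and deposited 1 FPKM value (fragments on a gene, scaled to the gene's length and to the mapped fragments of the eye) for each gene and eye. Larvae and livers are not analysed here. The table lists 25432 genes, of which 751 are at 0 in every eye. The low FPKM values of a gene step in whole multiples of 1 read, and from these steps the gene lengths, the total of each eye and the reads on 25430 genes were worked out. The totals ran from 21194609 to 34935342 reads in the *akr7a3*+/+ eyes, with a median of 27165545, and from 22237970 to 35016388 reads in the *akr7a3*-/- eyes, with a median of 26260256. The totals of the genotypes did not differ (two-sided exact permutation test, p = 0.970). Eyes of the same genotype differed by more than sampling noise in every pair, with a chi-square per degree of freedom of at least 26.8, so that no 2 eyes were treated as a repeat of one library. Since the values are FPKM, genes were tested with limma, with a trend of the variance on the mean, on log2(FPKM + 0.5). A fold change on this scale understates the change of genes with low FPKM. The test covered the 18473 genes with at least 0.5 FPKM in at least 6 eyes, and p-values were adjusted by the Benjamini-Hochberg method. On simulated eyes with the same totals and spread, changed genes were given a change of at least 1 on the log2 scale. Of these 199 genes 187 were called, and 10 of 197 calls were wrong. There were 0 calls when no gene was changed. Smaller changes were not simulated, so the share of them that is called is not known. The muscle genes of a marker list that were tested in the real eyes were then all lowered by 1 on the log2 scale. Of the 32 list genes tested in these simulated eyes, 8 were called. A shared shift of that size can thus leave most genes of a list uncalled.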

To elucidate the relationship between ACR accumulation and vasodilation in *akr7a3*^*−/−*^ zebrafish, *akr7a3*^+/+^ and *akr7a3*^*−/−*^ zebrafish larvae, adult livers and eyes were subjected to metabolomic and transcriptomic analysis, as the liver showed the highest Akr7a3 expression and the eyes a strong vascular phenotype. In the metabolomic analysis, 630 target metabolites were analyzed; 469 metabolites were above the limit of detection (LOD); 146 metabolites were significantly altered between *akr7a3*^*+/+*^ and *akr7a3*^−/−^ zebrafish larvae samples (Fig. S3A), and hierarchical clustering analysis revealed that metabolites were clustered according to molecular structure and biological function (Fig. S3B). Metabolomic pathway enrichment analysis further showed that pathways such as steroid biosynthesis, fatty acid metabolism, and arachidonic acid metabolism as a precursor of leukotriene production were increased, which may subsequently be involved in the vascular alteration observed in the *akr7a3*^*−/−*^ zebrafish mutant (Fig. 5A).

**Fig. 5:**
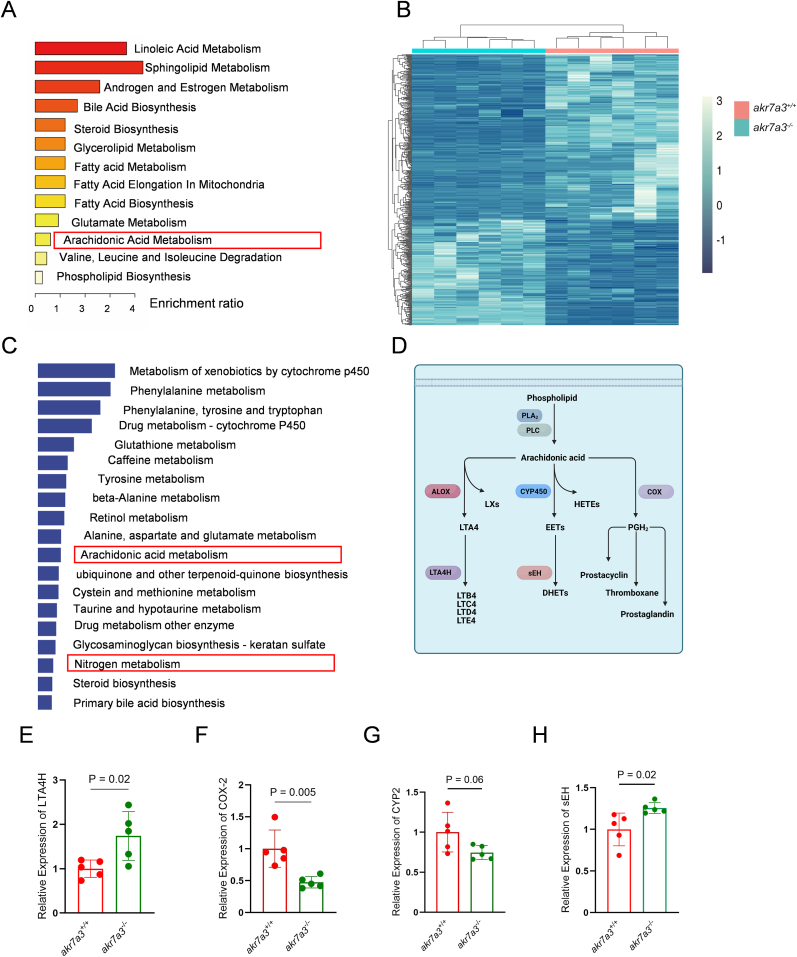
**Altered arachidonic acid metabolism pathway in *akr7a3*^−/−^ zebrafish.** (A) Pathway enrichment analysis based on metabolomic data indicates loss of *akr7a3* altered multiple metabolism pathways, most of which are involved in lipid metabolism. (B) Clustering analysis of RNA-seq disclosed that the gene expression profiles were significantly altered in adult eyes between *akr7a3***^−/−^** and *akr7a3***^+/+^** zebrafish. (C). GO/KEGG enrichment analysis of RNA-seq confirmed the alteration of lipid metabolic pathway, however the RNA-seq data also disclosed considerable metabolic changes of amino acids, glucose, and antioxidants between *akr7a3***^−/−^** and *akr7a3***^+/+^** zebrafish eyes as indicated. (D) Brief illustration of arachidonic acid metabolism pathway. Arachidonic acid is released from membrane phospholipids by the action of enzymes like PLA_2_/PLC and can then undergo various metabolic pathways and produces several bioactive lipid mediators include PGs, EETs, DHETs, and LTs. (E–H) Based on pathway enrichment analysis, expression of downstream targets gene including LTA4H, sEH, COX-2, and CYP2 was analyzed. Quantification of mRNA expression indicated an increase of LTA4H and sEH (E,H), a decrease of COX-2 (F), and an unchanged CYP2 in *akr7a3***^−/−^** mutants (G). n = 5 clutches with 30 larvae and n = 5 the adult liver and eye group. Student's t-test was applied for statistical analysis. PLA_2_/PLC, Phospholipase A2/C; LTA4H, Leukotriene A4 hydrolase; sEH, soluble epoxide hydrolase; COX-2, Cyclooxygenase-2; CYP2, Cytochrome P450 2. PGs, Prostaglandins; EETs, Epoxyeicosatrienoic acids; DHETs, Dihydroxyeicosatrienoic acids; LTs, Leukotrienes; HETEs, Hydroxyeicosatetraenoic acids; PGH_2_ Prostaglandin H2; ALOX, Arachidonate 5-lipoxygenase; LXs, Lipoxins; LTB4/C4/D4/E4, Leukotriene B4/C4/D4/E4.

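*akr7a3* itself, listed as ENSDARG00000016649, was measured first, since it checks the labels. Its level was 1.91, 2.65, 1.51, 1.35, 2.49 and 2.38 FPKM in the *akr7a3*+/+ eyes with the replicate numbers 1, 2, 3, 4, 6 and 7, and 0.406, 0.414, 0.325, 0.383, 0.290 and 0.267 FPKM in the *akr7a3*-/- eyes with the numbers 1, 4, 5, 7, 8 and 9. The means were 2.05 ± 0.541 FPKM (SD, n = 6) and 0.348 ± 0.0621 FPKM (SD, n = 6), a log2 fold change of −1.56 (standard error 0.14, adjusted p = 2.66e-05 from limma with Benjamini-Hochberg adjustment). Every *akr7a3*-/- eye was below every *akr7a3*+/+ eye (two-sided exact permutation test, p = 0.00216, the smallest p that 6 eyes against 6 allow). These values rest on 47 to 79 reads in each *akr7a3*-/- eye and 195 to 447 reads in each *akr7a3*+/+ eye. With each eye left out in turn, the log2 fold change stayed between −1.65 and −1.495. With a pseudocount of 0.1 in place of 0.5 it was −2.23, and with a pseudocount of 1 it was −1.16. With limma's voom on the recovered reads it was −2.55. These alternatives were chosen after seeing the data.

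**Figure D1:**
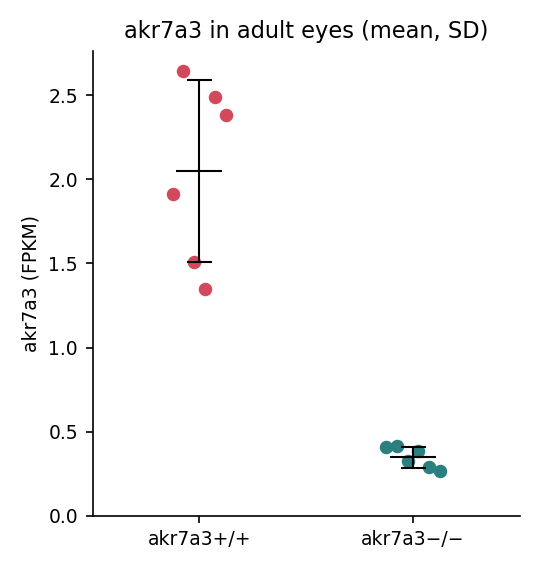
Level of akr7a3 in FPKM (vertical axis) in 6 eyes of each genotype, with 1 point per eye and the mean and SD in black. All *akr7a3*-/- eyes lie at or below 0.414 FPKM and all *akr7a3*+/+ eyes at or above 1.35 FPKM.

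Of the genes tested, 2133 (11.5%) had an adjusted p under 0.05 in limma, of which 1068 were higher and 1065 lower in *akr7a3*-/- eyes. The 6 eyes of one genotype did not overlap those of the other in 6.62% of the tested genes, against 0.216% by chance. With the added condition of an absolute log2 fold change of at least 1, 213 genes changed, 97 higher and 116 lower. Among genes with a mean of at least 1 FPKM and no overlap between the genotypes, the 5 largest rises were those of INHBC, si:ch211-113j13.2, fbxl3l, arntl2 and nfil3-5. INHBC rose from 0.284 ± 0.180 to 27.3 ± 6.67 FPKM (SD, n = 6 each), a log2 fold change of 5.14 (standard error 0.17, adjusted p = 5.28e-09 from limma). The log2 fold changes of the other 4 lay between 2.24 and 2.79; the value of si:ch211-113j13.2 in the *akr7a3*-/- eye 7, 28.9 FPKM, and that of fbxl3l in the *akr7a3*-/- eye 8, 4.85 FPKM, stood apart from the other eyes of the group. The 5 largest falls were those of si:dkey-18a10.3, jdp2b, a gene listed as ENSDARG00000002509, defbl2 and fosab. The first of them fell from 17.0 ± 5.89 to 0.677 ± 0.291 FPKM (SD, n = 6 each), a log2 fold change of −3.87 (standard error 0.22, adjusted p = 8.92e-07 from limma), and the log2 fold changes of the other 4 lay between −3.03 and −2.69.
To group the eyes without using the genotype, the 500 genes with the largest variance over the 12 eyes were taken. A tree of these genes (Euclidean distance, complete linkage), cut into 2 branches, placed 7 of the 12 eyes with their genotype, since the *akr7a3*-/- eye 1 formed a branch of its own. Without that eye the tree also placed 7 eyes with their genotype. A branch of a single *akr7a3*-/- eye gives 7 in either tree, however the other eyes group. The count therefore cannot tell how well the other eyes group by genotype. The first principal component, with 27.5% of the variance, separated the genotypes without overlap (two-sided exact permutation test, p = 0.00216). The second, with 18.0%, did not differ between the genotypes (two-sided exact permutation test, p = 0.470).

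**Figure D2:**
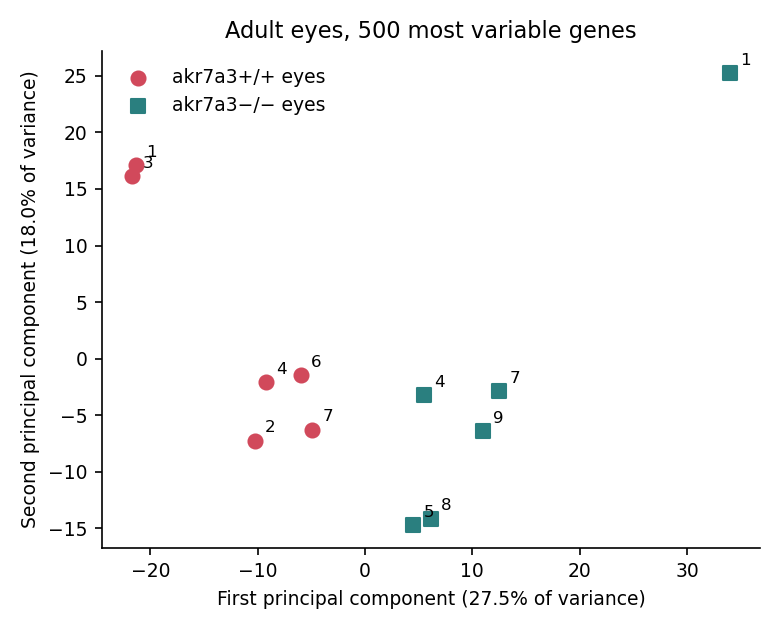
Scores of the 12 eyes on the first (horizontal axis) and second (vertical axis) principal components of log2(FPKM + 0.5), with circles for *akr7a3*+/+ and squares for *akr7a3*-/- eyes and the replicate number beside each point. All *akr7a3*+/+ eyes lie at negative and all *akr7a3*-/- eyes at positive scores of the first component, and the *akr7a3*-/- eye 1 lies farthest out, at 34.0.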

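The enrichment was examined with 20 pathway lists, the pathways of Fig. 5C and arginine biosynthesis. KEGG's own lists were not used here, so the genes of each list were written down by symbol before the data were examined. A list was called over-represented when a one-sided Fisher's exact test of its changed genes against all tested genes gave a Benjamini-Hochberg adjusted p under 0.05 over the 20 lists. Of the 20 lists, 0 passed, and 0 had an unadjusted p under 0.05. The highest share of changed genes was found in cysteine and methionine metabolism, with 8 of 47 genes (17.0%, unadjusted p = 0.169, adjusted p = 0.985), followed by glutathione metabolism with 8 of 52 genes (15.4%, unadjusted p = 0.248) and drug metabolism by other enzymes with 10 of 69 genes (14.5%, unadjusted p = 0.271), all by the exact test. These shares compare with 11.5% among all tested genes. For the metabolism of xenobiotics by cytochrome P450, which heads Fig. 5C, 9 of 73 genes changed (12.3%), 2 higher and 7 lower in *akr7a3*-/- eyes. For retinol metabolism it was 5 of 77 genes (6.49%), and for steroid biosynthesis 2 of 18 genes (11.1%). When limma's camera test asked whether the genes of a list moved together, 0 of the 20 lists had an unadjusted p under 0.05, and the lowest adjusted p was 0.420. The number of lists over-represented at an adjusted p under 0.05 in the exact test was also 0 under every alternative in which the lists were counted and more than 1 gene changed.

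**Figure D3:**
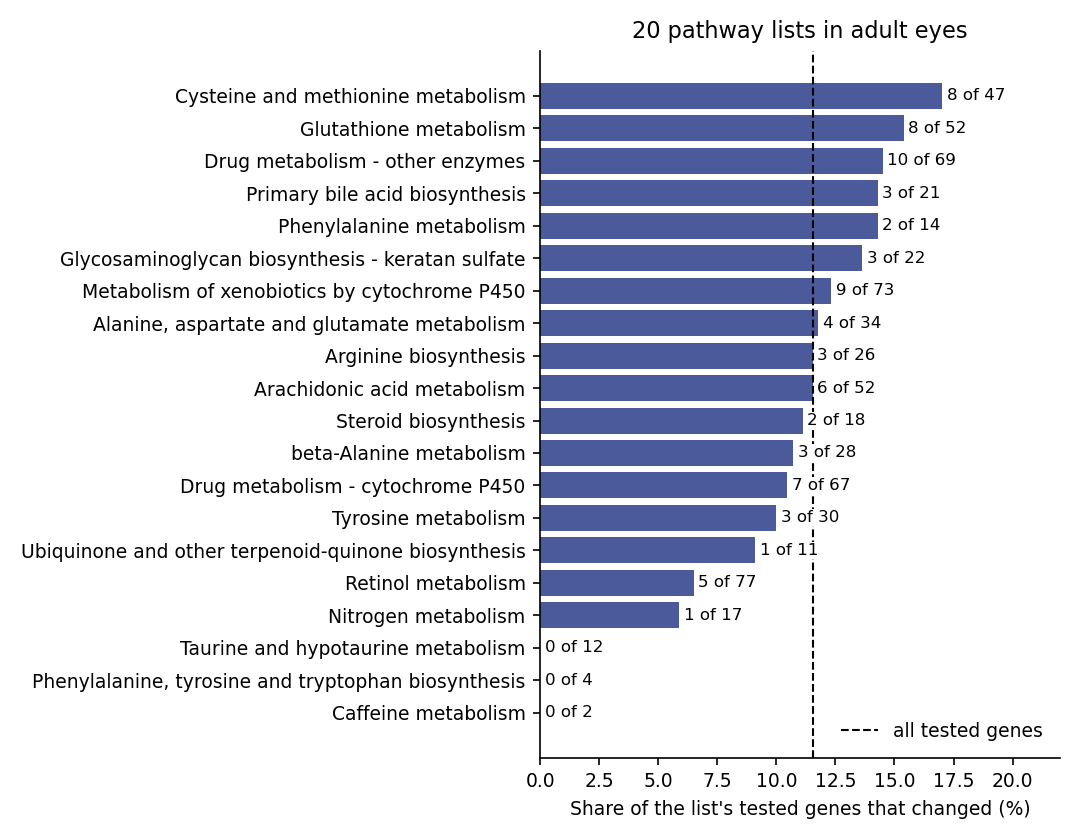
Share of the tested genes of each of the 20 pathway lists that changed between *akr7a3*-/- and *akr7a3*+/+ eyes, in percent (horizontal axis), with the number changed and tested beside each bar. The dashed line marks the share among all tested genes, 11.5%, and the longest bar ends at 17.0%.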

As metabolomic changes are at least partially caused by altered gene expression, we also analyzed the transcriptome of *akr7a3* zebrafish larvae, liver and eyes (Fig. 5B–S4A) and performed KEGG/GO pathway enrichment analysis based on the transcriptome data. 

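In the *akr7a3*-/- eyes, 3 of the 26 tested genes of the arginine biosynthesis list changed (11.5%, one-sided Fisher's exact test, unadjusted p = 0.591, adjusted p = 0.985), and the number was 3 when p-values were adjusted over the list alone. 2 of the 3 genes were higher in *akr7a3*-/- eyes. gpt2 rose from 9.61 ± 1.98 to 15.3 ± 1.62 FPKM (SD, n = 6 each), a log2 fold change of 0.66 (standard error 0.12, adjusted p = 0.00375 from limma). glsa rose from 36.0 ± 5.10 to 48.4 ± 4.92 FPKM (SD, n = 6 each), with a log2 fold change of 0.43 (adjusted p = 0.0148 from limma). The arginase gene arg2 was lower, with 128 ± 16.3 FPKM in *akr7a3*+/+ and 69.1 ± 13.2 FPKM in *akr7a3*-/- eyes (SD, n = 6 each) and a log2 fold change of −0.90 (standard error 0.12, adjusted p = 0.000557 from limma), and every *akr7a3*-/- eye was below every *akr7a3*+/+ eye. Over the list, 14 genes had a log2 fold change above 0 and 12 below, and the mean log2 fold change was −0.095 (limma's camera test, adjusted p = 0.815), while the median was 0.038. The largest change in the list was that of nos2a, which was not called (log2 fold change −1.86, adjusted p = 0.111 from limma). Of the 17 tested genes of the nitrogen metabolism list, 1 changed (5.88%, one-sided Fisher's exact test, unadjusted p = 0.876). This was ca10a, a carbonic anhydrase-related gene, which fell from 4.91 ± 0.559 to 3.396 ± 0.330 FPKM (SD, n = 6 each), a log2 fold change of −0.47 (standard error 0.084, adjusted p = 0.00323 from limma). In this list 13 genes had a log2 fold change above 0 and 4 below. The mean log2 fold change of 0.12 was not past the threshold (limma's camera test, unadjusted p = 0.122, adjusted p = 0.420). With each eye left out in turn it stayed between 0.075 and 0.15. The share of changed genes of this list ran from 5.88% to 17.6% over these fits, without over-representation in any of them.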

Increased arginine biosynthesis and nitrogen metabolism were identified as candidate pathways that may induce vascular alterations in *akr7a3*^−/−^ zebrafish (Fig. 5C–S4C). To test the hypothesis that nitric oxide (NO) accumulation is the primary factor driving vasodilation in *akr7a3*^−/−^ zebrafish, we utilized *N*_ω_-Nitro-l-Arginine Methyl Ester hydrochloride (l-NAME), an inhibitor of nitric oxide production, to block the effects of the arginine biosynthesis. However, analysis of the hyaloid vasculature showed that vessel diameter was not reduced in *akr7a3*^−/−^ zebrafish larvae incubated with either 5 μM or 20 μM l-NAME (Figs. S5C–F). This suggested that the arginine biosynthesis or nitrogen metabolism pathways were not responsible for the previous observations in *akr7a3*^−/−^ zebrafish, prompting us to explore alternative pathways.

The arachidonic acid metabolism pathway was also markedly enriched in both transcriptome and metabolome analyses (Fig. 5A–C,D and S4B). 

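In the eye transcriptome, 6 of the 52 tested genes of the arachidonic acid metabolism list changed, which is 11.5%, against 11.5% of all tested genes (odds ratio 0.999, one-sided Fisher's exact test, unadjusted p = 0.565, adjusted p = 0.985 over the 20 lists). With p-values adjusted over the list alone, 7 genes changed. lta4h, which encodes leukotriene A4 hydrolase, rose from 5.74 ± 1.29 to 8.24 ± 1.03 FPKM (SD, n = 6 each), a log2 fold change of 0.50 (standard error 0.12, adjusted p = 0.0213 from limma). Its values overlapped, with up to 8.14 FPKM in *akr7a3*+/+ and down to 7.07 FPKM in *akr7a3*-/- eyes (two-sided exact permutation test, p = 0.0108). The phospholipase gene pla2g12a rose from 4.58 ± 0.349 to 6.21 ± 0.691 FPKM (SD, n = 6 each), with a log2 fold change of 0.40 (adjusted p = 0.00685 from limma). The other 4 genes were lower in *akr7a3*-/- eyes. ptgs2a, 1 of the zebrafish genes for COX-2, fell from 64.8 ± 33.4 to 26.5 ± 5.83 FPKM (SD, n = 6 each), with a log2 fold change of −1.17 (standard error 0.26, adjusted p = 0.0108 from limma) and no overlap between the genotypes. gpx1b, ptgdsa and cyp2n13 had log2 fold changes between −0.67 and −0.62 with adjusted p-values between 0.0241 and 0.0400 from limma. These 3 calls are weak, since cyp2n13 lost the threshold in 10, gpx1b in 9 and ptgdsa in 3 of the 12 fits that each left out one eye. Over the list, 21 genes had a log2 fold change above 0 and 31 below. The mean log2 fold change was −0.13 (limma's camera test, unadjusted p = 0.231, adjusted p = 0.420). The score of the list, the mean z score of its genes in each eye, was 0.097 ± 0.182 in *akr7a3*+/+ and −0.097 ± 0.244 in *akr7a3*-/- eyes (SD, n = 6 each), a difference of −0.193 that did not exceed the spread between eyes (two-sided exact permutation test, p = 0.147). Without the *akr7a3*-/- eye 1, the difference was −0.262 (two-sided exact permutation test, p = 0.0498). For a shorter list of the enzymes drawn in Fig. 5D, 4 of 27 genes changed (14.8%, one-sided Fisher's exact test, unadjusted p = 0.380). Among the alternatives that kept all 12 eyes, the one that moved the share of the full list most was the added condition of an absolute log2 fold change of at least 1, under which it was 1.92%, against 1.15% of all tested genes. Over the fits that each left out one eye, the share ran from 5.77% to 13.5%, without over-representation in any of them. The paper reports enrichment of this pathway in the transcriptome and the metabolome, and then measured its enzymes by RT-qPCR. The metabolome and the inhibitor experiments were not examined here.

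**Figure D4:**
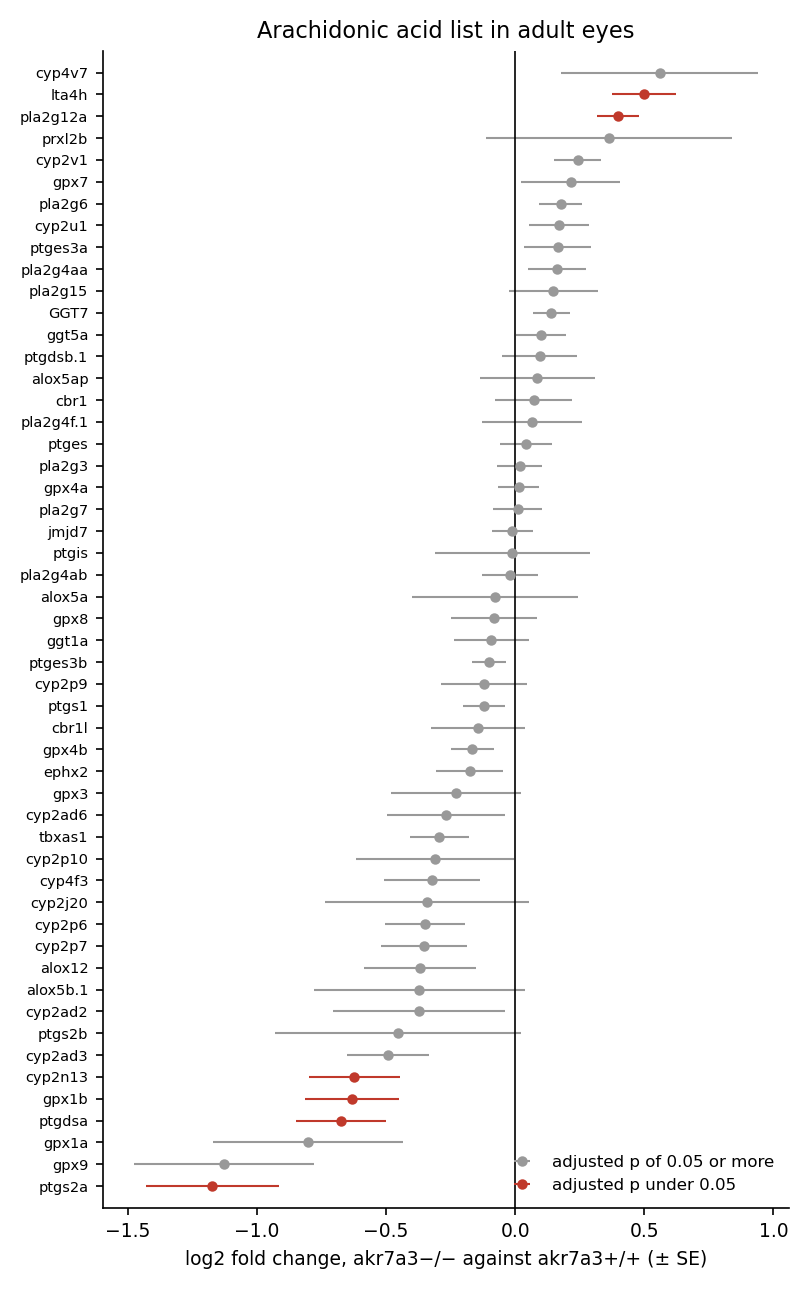
Log2 fold change of each of the 52 tested genes of the arachidonic acid list (horizontal axis, *akr7a3*-/- against *akr7a3*+/+ eyes) with its standard error, in red where the adjusted p from limma is under 0.05. 2 of the 6 red points lie above 0 and 4 below, and the changes run from −1.17 to 0.56.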

Arachidonic acid is used as a substrate by cyclooxygenases (COXs), lipoxygenases (LOXs), and cytochrome P450 (CYP) enzymes leading to the generation of a variety of different bioactive mediators [31]. This spectrum includes prostanoids, leukotrienes (LTs), epoxyeicosatrienoic acids (EETs), and dihydroxyeicosatrienoic acids (DHETs), suggesting a potential function for arachidonic acid metabolism in the vascular alteration observed in *akr7a3*^−/−^ zebrafish [32]. While cyclooxygenase-2 (COX-2) mRNA expression was reduced in *akr7a3*^−/−^ zebrafish, cytochrome P450 2 (CYP2) expression remained unchanged (Fig. 5F and G). However, the expression of leukotriene A4 hydrolase (LTA4H) and soluble epoxide hydrolase (sEH) was increased in *akr7a3* mutants (Fig. 5E–H), suggesting that upregulation of the LTs and EETs pathway may be the potential mechanism for vascular alterations in *akr7a3*^−/−^ zebrafish. Therefore, hyaloid vasculature was analyzed using pharmacological inhibitors of both pathways. The diameters of the hyaloid vasculature remained unchanged between *akr7a3*^−/−^ and *akr7a3*^−/−^ zebrafish larvae incubated with 20 μM epoxide hydrolase inhibitor (sEHi) (Figs. S5G and H), suggesting that upregulation of sEH was not responsible for the vasodilation of the hyaloid vasculature in *akr7a3*^−/−^ zebrafish larvae. In contrast, the leukotriene A4 hydrolase inhibitor (LTA4Hi) reduced the hyaloid vessel diameter in *akr7a3*^−/−^ zebrafish back to normal values (Fig. 6A,B and S5A,B).

To establish a causal link between ACR and LTA4H on vascular function, its rescue by CAR treatment and its transcriptional regulation, we analyzed the expression of LTA4H in *akr7a3*^−/−^ zebrafish larvae incubated with CAR and found decreased LTA4H levels, although not statistically significant (Fig. 6C). Furthermore, ACR increased LTA4H expression in *akr7a3*^+/+^ zebrafish larvae, which was inhibited after co-incubation with CAR (Fig. 6D). The transcription factors aryl hydrocarbon receptor (AhR), which is known to be involved in lipid mediator production [33,34], was increased in *akr7a3*^−/−^ zebrafish eyes (Fig. 6E), whereas the expression of Junb-a and Junb-b was decreased (Fig. 6F and G). These results suggested that the activation of AhR may be responsible for the upregulation of LTA4H. To clarify a possible interaction between ACR and AhR, a molecule-protein docking analysis was performed. The docking analysis revealed that ACR shares a similar binding pocket with the AhR agonist indirubin and within this binding pocket (Fig. 6H), the aldehyde group of ACR forms a hydrogen bond with the amino residue SER336 of AhR (Fig. 6I), suggesting that ACR has a strong affinity and similar activity as indirubin, indicating that ACR acts as an agonist of AhR and can promote LTA4H expression as well as LTs production.

**Fig. 6:**
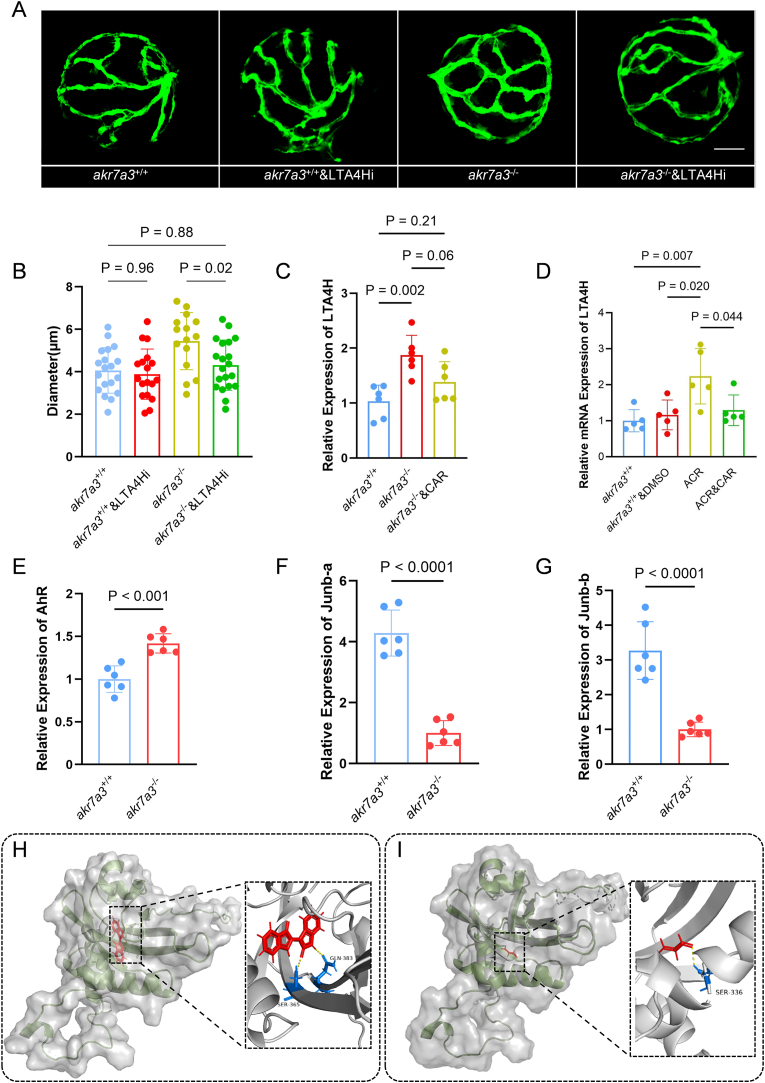
**LTA4H was upregulated by ACR and induced vascular alteration in *akr7a*3^−/−^ zebrafish.** (A–B) Representative confocal images and quantification of hyaloid blood vessel diameters in larvae at 5dpf. The increased diameter of hyaloid vasculature in *akr7a3*^−/−^ zebrafish was significantly reduced after LTA4Hi incubation. White scale bar = 30 μm, n = 18–20. (C–D) RT-qPCR analysis of LTA4H expression. LTA4H was significantly increased in *akr7a3*^−/−^ zebrafish larvae. Incubation with CAR reduced the expression of LTA4H non-significantly. After incubating *akr7a3*^*+*/+^ zebrafish larvae with ACR, an increase in LTA4H expression was observed. However, co-incubation with ACR and CAR was able to inhibit the elevated expression of LTA4H. n = 6 clutches with 30 larvae. (E–G) RT-qPCR analysis data revealed an increased expression of AhR (E), while Junb-a (F) and Junb-b (G) exhibited decreased expression. n = 6 clutches with 30 larvae. (H–I) Docking analysis showed ACR (I) shared same binding pocket with Indirubin (H). ACR formed a hydrogen bond with the amino residue SER336 of AhR. Dash line = hydrogen bonds. For statistical analysis one-way ANOVA or Student's t-test was applied. The bars indicate values of mean ± SD. AhR, Aryl hydrocarbon receptor; Junb-a, JunB Proto-Oncogene a; Junb-b, JunB Proto-Oncogene b.

Since LTs can induce vasodilation and inflammatory responses via several leukotriene receptors, RT-qPCR analysis was performed for several LTs receptors and key inflammatory cytokines. The data showed that leukotriene receptors, including cysteinyl leukotriene receptor 1 (CysLT1R), cysteinyl leukotriene receptor 2 (CysLT2R), and cysteinyl leukotriene receptor 3 (CysLT3R) did not show significant changes (Fig. 7A–C) while Leukotriene B4 receptor (LTB4R) was upregulated in *akr7a3*^−/−^ zebrafish eyes (Fig. 7D). To elucidate the biological effects of enhanced LTB4R expression, we performed an interventional hyaloid vessel analysis together with an examination of several key inflammatory factors, including Interleukin-1 beta (IL-1β), tumor necrosis factor-alpha (TNF-α), and macrophage colony-stimulating factor (M-CSF). Antagonists of LTB4R (U-75032) and CysLTs (Quininib) were used to assess the potential rescue effects of blocking LTs receptors in *akr7a3*^−/−^ larvae. Treatment with U-75032 significantly reduced the diameter of the hyaloid vasculature in *akr7a3*^−/−^ larvae, whereas Quininib had no significant effect (Fig. 7E and F). Finally, examination of several key inflammatory cytokines showed that IL-1β and TNF-α were increased in *akr7a3*^−/−^ zebrafish eyes (Fig. 7G and H) whereas interleukin-6 (IL-6) and M-CSF showed an increasing trend but without statistical significance (Fig. 7I and J).

**Fig. 7:**
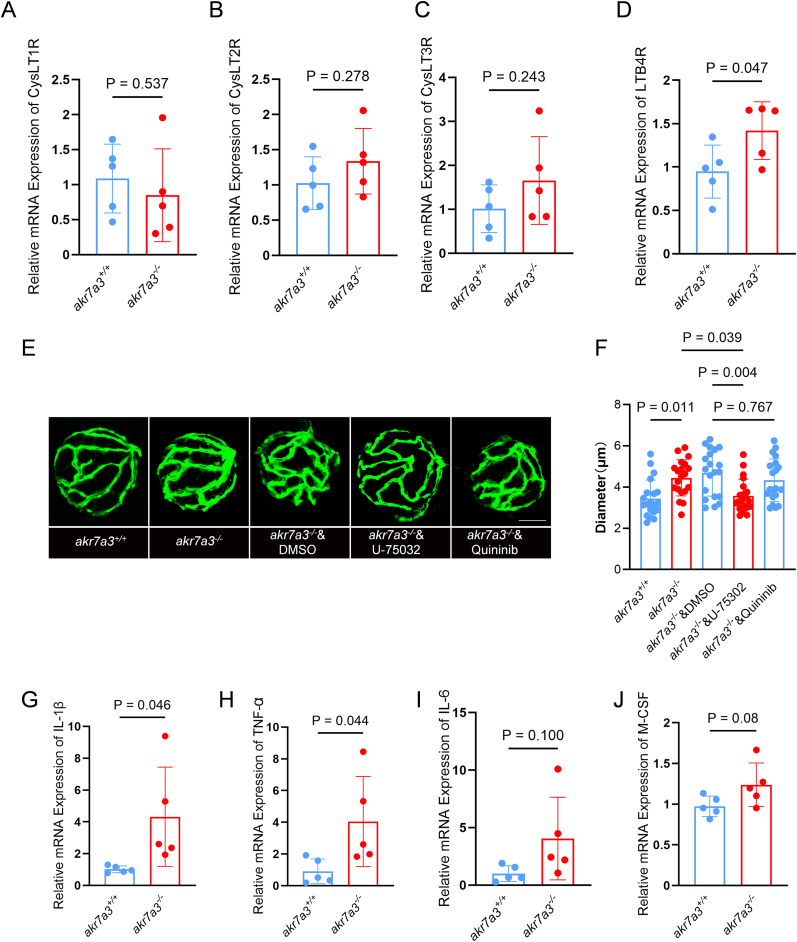
**Upregulated activity of LTB4R promoted inflammatory response and vascular alteration in *akr7a*3^−/−^ zebrafish.** (A–D) The expression of leukotriene receptors was examined. It revealed that the expression of CysLT1R (A), CysLT2R (B), and CysLT3R (C) were not altered but most gene showed an upregulated trend in *akr7a3*^−/−^ group whereas LTB4R (D) was significantly overexpressed. n = 5 clutches with 30 larvae. (E–F) Rescue experiment using antagonist for LTB4R and CysLTs: Antagonists of LTB4R (U-75032) and CysLTs (Quininib) were used to incubate *akr7a3*^−/−^ larvae. Treatment with U-75032 significantly reduced the retinal vessel diameter in *akr7a3*^−/−^ larvae, whereas Quininib had no significant effect on the retinal vessel diameter in these larvae. n = 20 larvae. (G–J) Representative inflammatory factors were also analyzed with RT-qPCR. IL-1β (G) and TNF-α (H) were significantly overexpressed while IL-6 (I) and M-CSF (J) were increased non-sigificantly in *akr7a3*^−/−^ group. n = 5 clutches with 30 larvae.The bars indicate mean ± SD values. Statistical analysis was performed by one-way ANOVA or Student's t-test. CysLTs, Cysteinyl leukotriene receptor 1 (CysLT1R), 2 (CysLT2R), and 3 (CysLT3R); LTB4R, Leukotriene B4 receptor; IL-1β, Interleukin-1 beta; TNF-α, Tumor Necrosis Factor-alpha; M-CSF, IL-6, interleukin 6; Macrophage Colony-Stimulating Factor.

Altogether, the above data have identified a novel cascade starting with endogenously accumulated ACR in *akr7a3*^*−/−*^ mutants, which subsequently activates an AhR-mediated LTA4H expression, leading to inflammation and microvascular dysfunction.

## 3 Discussion

In this study, an *akr7a3*^*−/−*^ knockout zebrafish line was established, ACR was identified as a substrate, and endogenously accumulated ACR damaged ocular vascular integrity and renal structure. Mechanistically, elevated ACR does not primarily activate endothelial cell dysfunction via a general non-specific post-translational modification, but rather via increased arachidonic acid metabolism and LTA4H expression. Thus, a novel AKR-ACR-AhR-LTs triggered pathway of endothelial cell dysfunction has been discovered.

ACR is known for its detrimental role in inducing oxidative stress, initiating inflammation and damaging cellular components, but the lack of specific acrolein inhibitors has made it difficult to investigate its causal role and key targets in disease-related organ changes. In this study, AKR7a3 was identified as an ACR detoxification system because ACR was endogenously elevated in the zebrafish retinal vasculature, resulting in an increase in vessel diameter. This change was found in both larval and adult zebrafish, suggesting that the vasodilatation is a long-term structural change along with the continuous accumulation of ACR. However, the vasodilatory effect of ACR was not mediated by increased NO production, as recently shown in mouse mesenteric artery [35], since the use of l-NAME, an inhibitor of NO formation, failed to block vasodilation in the hyaloid vasculature of *akr7a3*^−/−^ zebrafish larvae. Instead, transcriptomic and metabolomic data revealed that ACR led to an up-regulation of the arachidonic acid pathway, which serves as a precursor for the production of leukotrienes, some of which have vasodilatory activity. Leukotriene A4 hydrolase was upregulated in the *akr7a3* mutant zebrafish and by direct treatment with ACR, and blocking the function of the LTB4 receptors reversed the vascular changes suggesting increased leukotriene formation and an inflammatory response as the cause of the vasodilatory phenotype in the vasculature. Molecular docking analysis suggested that AhR may mediate ACR-induced overexpression of leukotriene A4 hydrolase. Consistent with our findings, previous studies have reported that ACR can directly activate AhR [36]. Further research has also shown that AhR activation promotes the production of arachidonic acid metabolites, including LTB4 [34,37]. In addition to changes in the ocular vasculature, our results also showed thickening of the GBM in the kidney of *akr7a3*^−/−^ zebrafish, and both changes could be recapitulated by the addition of external ACR to wild-type zebrafish. Thus, our study identified ACR as a primary damaging factor to the eye and kidney in zebrafish.

The ACR-induced significant increase in the number of endothelial cells (EC) and mural cells (MC) was found together with vasodilation in the adult retinal vasculature. This finding is consistent with other studies that have reported that ACR is involved in fibrovascular proliferation in patients with proliferative diabetic retinopathy (PDR) [38,39]. In addition, incubation of human retinal microvascular endothelial cells with a sublethal dose of ACR resulted in increased cell proliferation [38]. ACR can induce transforming growth factor beta-1 (TGF-β1), TGF-β2 and vascular endothelial growth factor (VEGF) production under hyperglycaemic conditions [40]. These findings support our observation of ACR-induced retinal vascular changes in *akr7a3*^−/−^ zebrafish. An increased number of MCs, consisting of smooth muscle cells (SMCs) and pericytes, is an additional effect of ACR in the zebrafish retina, while previous studies reported that ACR could activate inflammatory signalling in vascular SMCs [41] and induce a relaxation response in mouse tracheal smooth muscle in a dose-dependent manner [42]. In addition to our observations, other retinal abnormalities associated with ACR accumulation have also been reported. Suneel et al. [43] reported that ACR exposure disrupted all three corneal layers—the epithelium, stroma, and endothelium—in a rabbit model. Acrolein exposure resulted in severe ocular surface abrasions in the epithelial cell layer and significant alterations in the stromal layer, including edema and infiltration by inflammatory cells. Moreover, conjugated ACR was associated with the retinal thinning, neurodegeneration, and abnormal visual function in diabetic animals [44,45]. Murata and colleagues reported that ACR promoted retinal Müller glial cell migration by enhancing C-X-C motif chemokine ligand 1 (CXCL1) production, which eventually could contribute to severe visual dysfunction in patients with PDR. Collectively, ACR can induce various abnormalities in retina via different mechanisms. Our observations in *akr7a3*^*−/−*^ zebrafish provide new insights into the role of ACR in regulating vascular integrity and further our understanding of its impact on retinal health.

Accumulation of endogenous ACR can also induce epithelial-to-mesenchymal transition (EMT) and abnormal glycolysis via TGF-β signalling in tubular cells of diabetic mice, contributing to renal fibrogenesis. This highlights the role of ACR and TGF-β signalling in promoting metabolic and cellular changes associated with renal fibrosis in diabetic conditions [5]. The ACR-induced GBM thickening in the *akr7a3*^*−/−*^ mutant further supports the damaging capacity of ACR on the kidney. Other studies have reported that ACR increases inflammatory cytokines and cellular apoptosis in human renal cell lines [7], while hypoxia-reoxygenation-induced acrolein accumulation exacerbates acute kidney injury by promoting tubular cell death [8], which together suggest that ACR plays a detrimental role in disrupting renal metabolism and impairing renal function.

In conclusion, this study has demonstrated a causative role of ACR in the pathogenesis of vascular disease by promoting endothelial dysfunction through increased activation of the arachidonic acid pathway. Therefore, ACR could be considered as a potential therapeutic target for the treatment of vascular disease.

## 4 Material and methods

### 4.1 Study approval

All animal-related experiments and procedures has been approved by the Regierungspräsidium Karlsruhe (license no. G-98/15) and Heidelberg University (I-21/19 and I-24/17). These experiments were carried out in full compliance with the approved guidelines, including adherence to the EU Directive 2010/63/EU on the protection of animals used for scientific purposes.

### 4.2 Zebrafish husbandry

The *Tg(fli1:EGFP)* and *Tg(wt1b:EGFP)* zebrafish lines was raised and staged following established protocols [46,47]. Embryos/larvae were staged in hours post-fertilization (hpf) or days post-fertilization(dpf). 0.003 % PTU (N-Phenylthiourea, CAS 103-85-5) was added to the environment to suppress pigmentation for imaging studies. Embryos/larvae were kept in E3 medium at 28.5 °C Until 5 dpf. The adult zebrafish and Larvae older than 5dpf were maintained under a 13-h light and 11-h dark cycle and were fed twice daily with freshly hatched Artemia salina and flake food, respectively.

### 4.3 Mutant generation

The CRISPR/Cas9 technique was adopted to generate *akr7a3*^−/−^ fishline, following a previously described procedure. The CRISPR guide-RNA (gRNA) was designed utilizing ZiFit-targeter Version 3.3 to target a specific site in exon 1 of *akr7a3* gene. This gRNA was then inserted into a pT7-gRNA promoter expression vector (Addgene) (primers are listed in Supplementary Table 1). To obtain Cas9 mRNA, the pT3TS-nCas9n Vector (Addgene) was used for in vitro transcription [48]. The Cas9 mRNA synthesis was carried out using the mMESSAGE mMACHINE T3 Transcription Kit following the manufacturers' protocols, while the MEGAshortscript T7 Kit (Invitrogen) was used for gRNA synthesis. Mutants were generated by injecting 1 nL of a 0.1 M KCl solution containing gRNA (200 pg nL^−1^) and Cas9 mRNA (200 pg nL^−1^) into *Tg(fli1:EGFP)* embryos at the 1-cell stage. Subsequently, the injected adult mosaic zebrafish (F0) were analyzed for germline transmission using Sanger sequencing of PCR products. Mutated fish were then bred with *Tg(fli1:EGFP)* zebrafish to produce heterozygous mutants. Genotyping of the mutants was performed through Sanger sequencing and gel electrophoretic separation of PCR products (primers are listed in Supplementary Table 1).

### 4.4 Preparation of adult zebrafish

After euthanasia, the zebrafish were promptly transferred to an experimental platform submerged in ice-cold PBS. Organs were then carefully collected, weighed, and immediately snap-frozen in liquid nitrogen before being stored at −80 °C for subsequent analysis. Alternatively, organs were excised and transferred into 4 % PFA for histology analysis. For ultrastructural analysis of kidney glomerular, kidneys were excised and immediately transferred to 3 % glutaraldehyde in 0.1 M cacodylate buffer (pH 7.4) for further processing.

### 4.5 Analysis of kidney morphology

Electron Microscopy was used to analyze the structure of kidney glomerular. The preparation was conducted in compliance of protocol as previously described. The structure of zebrafish kidney glomerular were analyzed by Electron Microscopy (EM). The preparation procedures followed the methods described earlier [17]. Imaging and processing were performed in collaboration with the Institute of Pathology at Heidelberg University Hospital (IPH).

### 4.6 Western blot analysis

For Western blot analysis, 30 larvae or adult organs were harvested and lysed using NP40 lysis buffer, which contained 1 % NP40, 10 mmol/L EDTA, 50 mmol/L Tris-HCl (pH 7.4), 10 % glycerol, 150 mmol/L NaCl, and protease inhibitors. The lysate was homogenized and then incubated on ice for 30 min with shaking. The lysate to was centrifuged to remove debris, then the resulting supernatant (protein extract) was collected and protein concentration was measured. The supernatant was mixed with Laemmli sample buffer at a 5:1 ratio and then heated at 95 °C for 5 min to denature the proteins. Load 30 μg of protein per well into the SDS-PAGE gel and run electrophoresis at 100 V until the dye front reaches the bottom. Next, the proteins were transferred to a nitrocellulose membrane for antibody incubation. For incubation, primary and secondary antibodies were used at a 1:1000 dilution, including anti-β-actin (Santa Cruz Biotechnology, sc-47778), anti-Akr7a3 (Invitrogen, PA5-100382), and HRP-conjugated secondary antibodies: rabbit anti-mouse (DAKO, P0260) for β-actin, and goat anti-rabbit (DAKO, P0448) for Akr7a3. After incubation, the target protein was detected through enhanced chemiluminescence (PerkinElmer) on a Vilber Fusion Solo S imaging system.

### 4.7 Reverse-transcription quantitative polymerase chain reaction analysis (RT-qPCR)

Larvae or adult organs were collected and immediately snap-frozen in liquid nitrogen for RNA isolation. Total RNA was extracted using the RNeasy Mini Kit (Qiagen) following the manufacturer's recommended protocol. Maxima First Strand cDNA Synthesis Kit (Thermo Fisher Scientific) was used to transcribe cDNA with 500 μg template RNA Primers for qPCR were designed using NCBI Primer-BLAST and synthesized by Sigma-Aldrich (see Supplementary Table 1 for primer details). RT-qPCR was performed using the Power SYBR Green PCR Master Mix Kit (Thermo Fisher Scientific) in 96-well plates, and amplification was carried out on a QuantStudio 3 Real-Time PCR System (Thermo Fisher Scientific).

### 4.8 Reactive metabolites assay

Reactive metabolites, including MG, glyoxal, and 3-DG, were detected following the protocol as previously described [[49], [50], [51]].

### 4.9 Glutathione and glutathione disulfide measurements

Glutathione (GSH) and glutathione disulfide (GSSG) levels were measured as previously described [52].

### 4.10 Enzyme-linked immunosorbent assay (ELISA)

Adult zebrafish livers, kidneys, eyes, and larvae at 96 hpf were collected and snap-frozen for quantitative measurement of ACR and 4-HNE. Adult organs or 40–50 larvae per clutch were homogenized in 1 × PBS. ACR (MyBioSource Inc) and 4-HNE (abcam) were detected according to protocol provided by manufacturer.

### 4.11 Imaging and quantitative analysis of vascular changes in zebrafish larvae and adults

To analyze the hyaloid vasculature, zebrafish larvae at 96 hpf were anesthetized and fixed in 4 % PFA for 24 h. Next, a 0.25 % Trypsin/EDTA solution buffered with TRIS HCl (1.5 M, pH 7.8) was used to incubate the larvae for 80 min at room temperature. Afterwards, the larvae were washed three times for 10 min with PBS. Then the hyaloids were excised and subjected to visualization according to previously described protocol [53]. Adult retina vasculature was analyzed using the method outlined by Wiggenhauser et al. [54]. Prior to dissection, the zebrafish eye was fixed in 4 % PFA buffer. After fixation, the eye was transferred to a pre-prepared agarose plate in a cold PBS environment. The retina was then dissected and placed on a slide for mounting. The mounted slide was covered with a cover slip and subsequently imaged using confocal fluorescence microscopy (Leica DM6000 B) with Leica TCS SP5 DS scanner for further analysis and processing.

### 4.12 Retinal digestion and hemalum staining

Vascular diameter, as well as the number of endothelial cell and pericytes are analyzed by retinal digestion and hemalum staining. The digestion was conducted following an established protocol with minor modifications [55]. Briefly, the eyes of the adult zebrafish were prepared as previously described [54]. After dissection, the retina was transferred to a Petri dish filled with aqua bidest and was incubated at 37 °C overnight. The retina was then incubated in a 3 % porcine trypsin (Sigma-Aldrich) solution in Tris-HCl (0.2 M) at 37 °C for 90 min. After incubation, the retina was transferred onto a microscope slide, where retinal cells were gently removed from the vasculature by dropping aqua bidest. The retina was then left to air-dry, allowing it to attach to the slide. Nuclei staining was conducted to visualize different cell types after retina preparation was completed. The slides were briefly placed in aqua bidest and then transferred into a freshly prepared Mayer's hemalum solution (Millipore) for 7 min. The slides were then placed in lukewarm tap water for 2 min. Following this, they were briefly soaked in 70 % ethanol, followed by 80 % ethanol. The slides were then sequentially immersed in 96 %, 100 %, and finally xylene for 5 min each. Finally, the slides were covered with cover slips using DPX mounting medium (Thermo Fisher Scientific) for subsequent imaging.

### 4.13 Microscopy and analysis of pronephric alterations

*Tg(wt1b:EGFP)* embryos were used to analyze the pronephric structures. Briefly, 48 hpf embryos were anesthetized with 0.003 % tricaine, mounted dorsally in 1 % low-melting-point agarose (Promega), and placed on an objective slide. The slide was then subjected to fluorescent imaging with a Leica MZ10 F modular stereo microscope. The slide was then imaged using a Leica MZ10 F modular stereo microscope. For quantitative analysis, the glomerular length, width, and neck size of the pronephric structures were measured as described by Wiggenhauser et al. [56].

### 4.14 RNA sequencing analysis

Adult zebrafish livers, eyes and larvae at 5dpf were collected and were subjected to RNA purification using the RNeasy Kit as previously described. Library construction and sequencing were conducted with DNBseq (Beijing Genomic Institution, www.bgi.com, BGI). High-quality reads were mapped to the Zebrafish reference genome (GRCz11) using HISAT2 software (v2.1.1). FeatureCounts (v2.0.3) was used to quantify expression reads levels. Further analysis including normalization, differential expression analysis, enrichment analysis and heatmap analysis were performed with edgeR (v3.40.2), limma package (v3.54.2), GSVA package (v1.46.0), and ggplot 2 package (version 3.5.1) respectively. The data can be accessed on https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE288313.

### 4.15 Metabolomic analysis

Zebrafish larvae at 96 hpf were collected for metabolomic detection. Each sample consists of 50 larvae, which were anesthetized with a 0.003 % tricaine solution and subsequently snap-frozen in liquid nitrogen. The detection was conducted in collaboration with e Metabolomics Core Technology Platform (MCTP) from the Centre of Organismal Studies Heidelberg. The detection of organic compounds includes adenosine compounds, thiols, free amino acids, fatty acids, and primary metabolites, with the methods as previously described [49].

### 4.16 Pharmacological treatment of zebrafish embryos/larvae

25-30 zebrafish embryos were placed into 6-well plates, with each well containing 5 mL of egg water. The chorions of the embryos were carefully removed at 24 hpf. For intervention and rescue experiments, the following compounds were used: 0–15 μM ACR (S–11030F1; CHEM SERVICE), 10 mM l-Carnosine (C9625; Sigma-Aldrich), 0–175 μM LTA4Hi for toxicity test, 30 μM LTA4Hi for incubation (HY-103226; MedChemExpress), 5 μM or 20 μM *N*_ω_-Nitro-l-Arginine Methyl Ester hydrochloride (N5751; Sigma-Aldrich), 20 μM sEHi (HY-113974; MedChemExpress), 500 nM U-75302 (119477-85-9; Cayman); 500 nM Quininib (143816-42-6; Cayman). The egg water was renewed each day to maintain a consistent level.

### 4.17 Molecular docking

The molecular structure of ACR was sourced from the PubChem Compound database (PubChem CID: 7847), while crystal structure of AhR were obtained from the Protein Data Bank (PDB ID: 7ZUB). The Benzo[*a*]pyrene-AhR complex (PDB ID: 8QMO) served as a positive control model for the comparative analysis. These models were examined following the methodology outlined in the published work [1].

### 4.18 Statistical analysis

Data are presented as the mean ± standard deviation. Unpaired Student's t-test or one-way ANOVA was used for comparisons among multiple groups. Statistical analysis was performed using GraphPad Prism 8.

## CRediT authorship contribution statement

**Xin Zhang:** Writing – original draft, Validation, Investigation, Formal analysis, Data curation. **Johannes Gschwind:** Investigation, Formal analysis, Data curation. **Vanessa Erben:** Investigation, Formal analysis, Data curation. **Katrin Bennewitz:** Methodology, Data curation. **Xiaogang Li:** Methodology, Investigation. **Carsten Sticht:** Formal analysis. **Gernot Poschet:** Investigation, Formal analysis. **Ingrid Hausser:** Investigation, Formal analysis, Data curation. **Thomas Fleming:** Investigation, Formal analysis, Data curation. **Julia Szendroedi:** Conceptualization. **Peter Paul Nawroth:** Conceptualization. **Jens Kroll:** Writing – review & editing, Supervision, Project administration, Funding acquisition, Conceptualization.

## Funding

The study was supported by grants from 10.13039/501100001659Deutsche Forschungsgemeinschaft (CRC1118 and project 517361638) and the 10.13039/501100004543China Scholarship Council (CSC 202208320073).

## Declaration of competing interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

## Data Availability

Data will be made available on request.

# Supplementary material for: Endogenous acrolein accumulation in akr7a3 mutants causes microvascular dysfunction due to increased arachidonic acid metabolism
**Source:** Redox Biol. 2025 Apr 17;83:103639. doi: 10.1016/j.redox.2025.103639
**Supplement:** Multimedia component 1

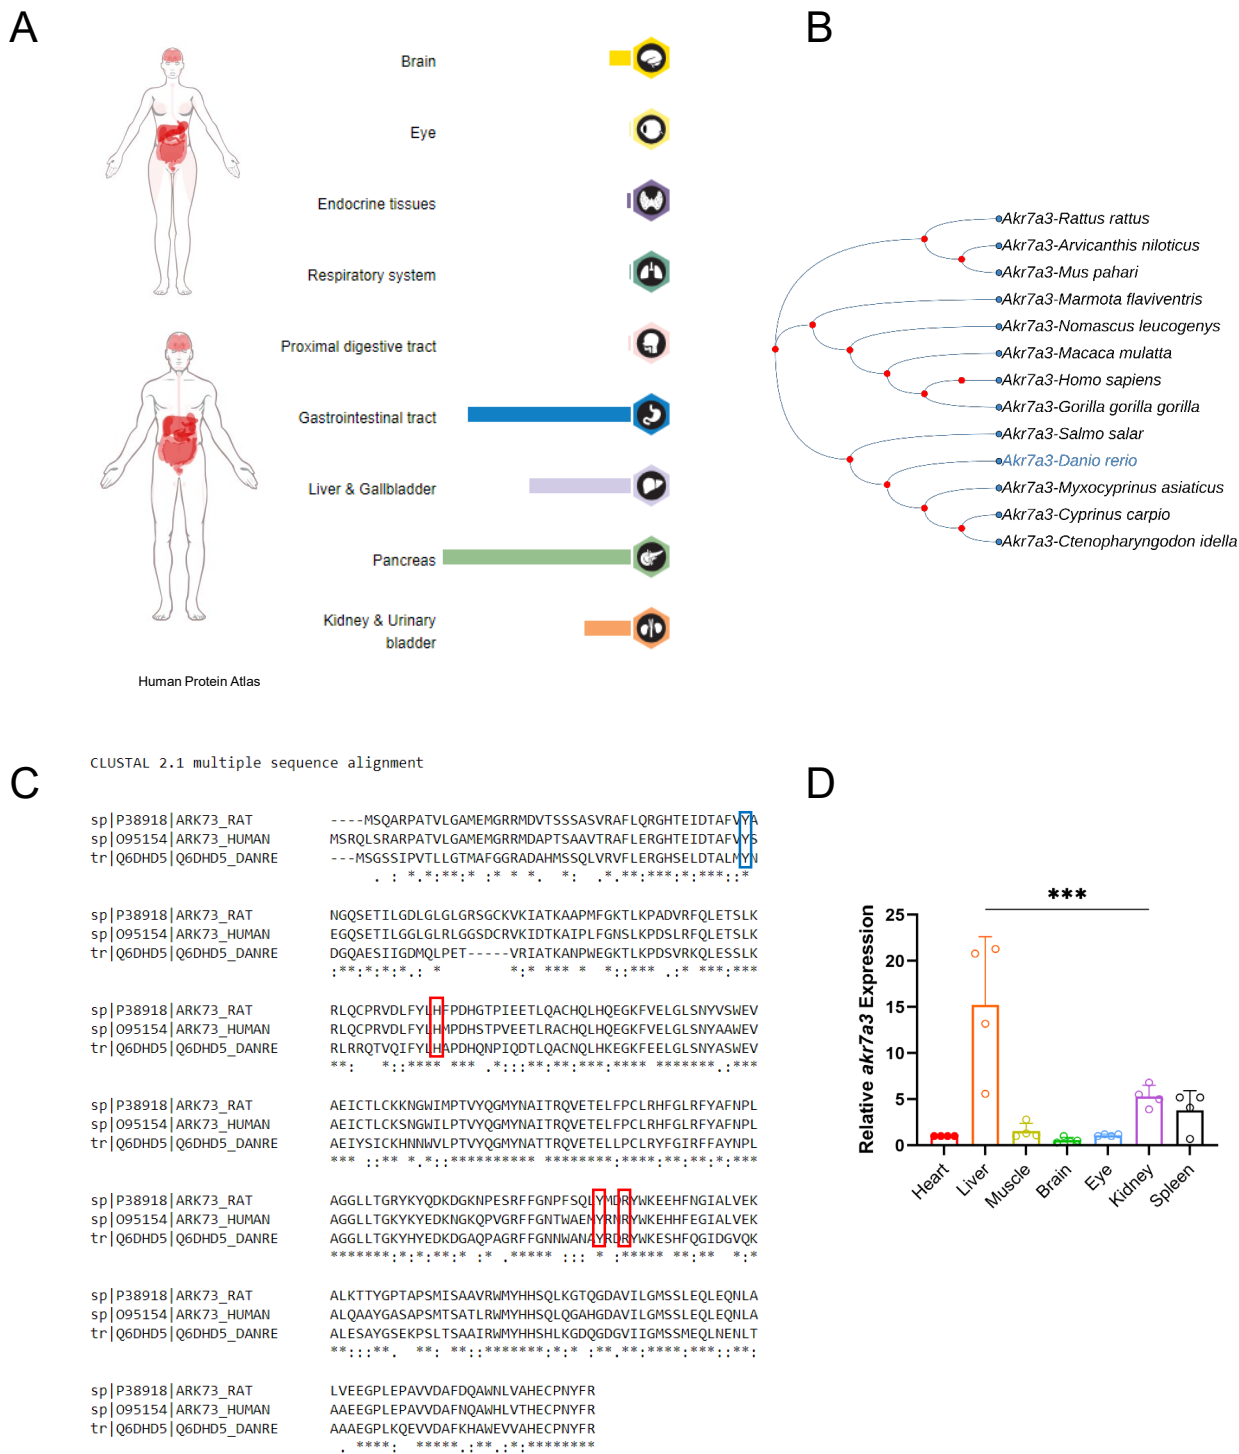

**Figure S1. Expression and evolution of the *akr7a3* in human and zebrafish** (A) Illustration depicting the tissue expression of *akr7a3* mRNA in the human body. (B) Neighbor-joining phylogenetic tree of amino acid sequences illustrates the evolutionary relationships of *akr7a3* among representative vertebrate species. (C) Amino acid alignment analysis showed zebrafish, human and rat shared same active site (blue frame) and substrates binding site (red frame) in *Akr7a3* amino acid sequence. (D) RT-qPCR analysis indicated *akr7a3* was predominantly expressed in the liver, with minimal expression observed in the kidney and spleen in adult *akr7a3*<sup>+/+</sup> zebrafish (n= 4-6). Each data point in this figure represented one adult fish. The bars indicate values of mean  $\pm$  SD. Statistical analysis was performed by one-way ANOVA or Student's t-test. arnt2, aryl hydrocarbon receptor nuclear translocator 2.

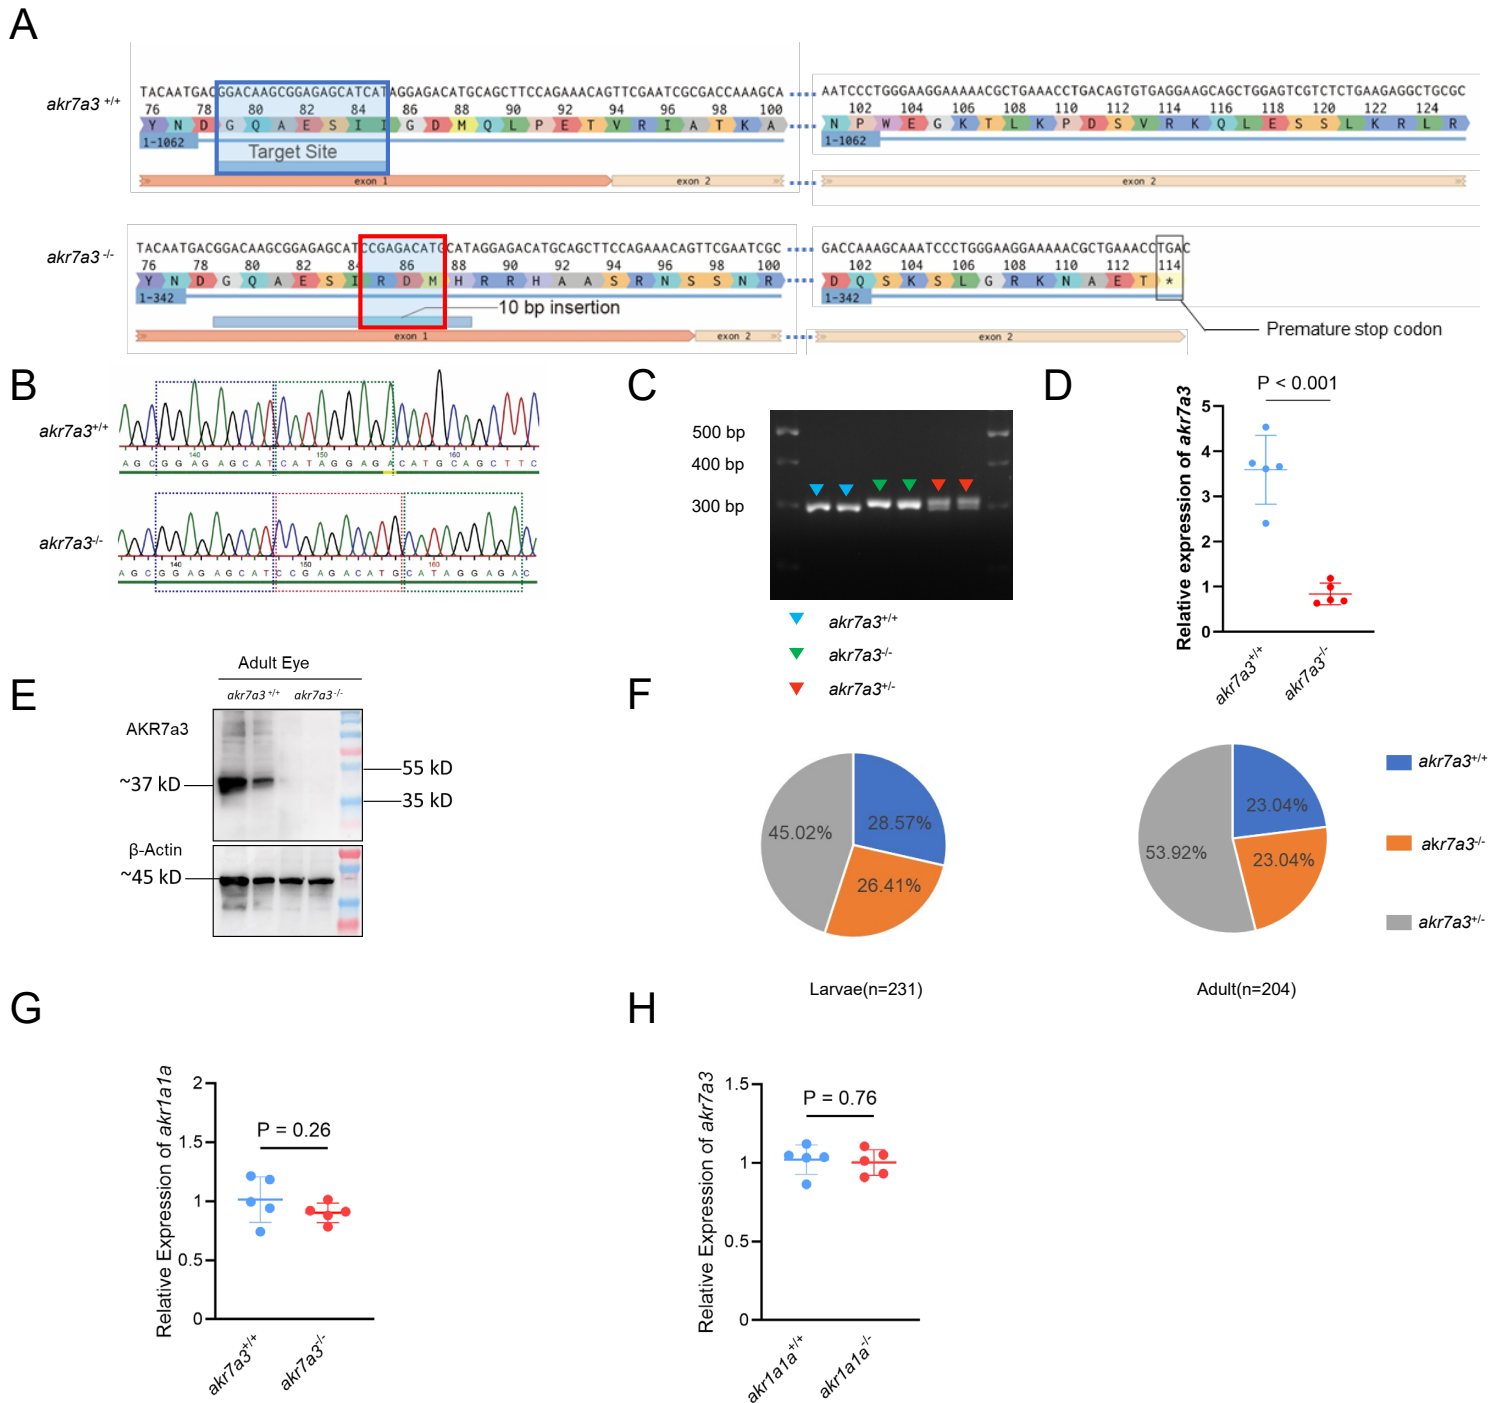

**Figure S2. Generation and characterization of the *akr7a3*<sup>-/-</sup> zebrafish using CRISPR/Cas9 (A-B)** The *akr7a3* knockout line was designed to target exon 1 and cDNA sequencing confirmed a 10 bp insertion was successfully produced with CRISPR. This insertion introduces an artificial stop codon, marked with a star. Bp, base pair. (C) Genotyping-PCR gel analysis allows for the differentiation of *akr7a3*<sup>+/+</sup>, *akr7a3*<sup>-/-</sup>, and *akr7a3*<sup>+/-</sup> zebrafish which were marked with blue, green, and orange arrows above respective band. (D) RT-qPCR analysis indicated *akr7a3* mRNA was significantly reduced in *akr7a3*<sup>-/-</sup> adult liver, n = 5. (E) Western blot analysis showed the loss of the AKR7a3 protein in *akr7a3*<sup>-/-</sup> adult eyes, n = 4. (F) Genotype distribution of larvae and adult zebrafish reproduced by heterozygous zebrafish, indicating the survival rate was not significantly changed between *akr7a3*<sup>+/+</sup> and *akr7a3*<sup>-/-</sup> zebrafish, n=231 and n=203. (G-H) 5 dpf old larvae from *akr7a3*<sup>-/-</sup> and *akr1a1a*<sup>-/-</sup> mutants were used to evaluate potential compensatory expression between *akr7a3* and *akr1a1a*. RT-qPCR analysis showed *akr7a3* knockout does not alter *akr1a1a* expression and vice versa. Each data point in this figure represented one adult fish or one clutch of larvae, with each clutch containing 37 to 50 larvae. The bars indicate values of mean  $\pm$  SD. Statistical analysis was performed by Student's t-test.

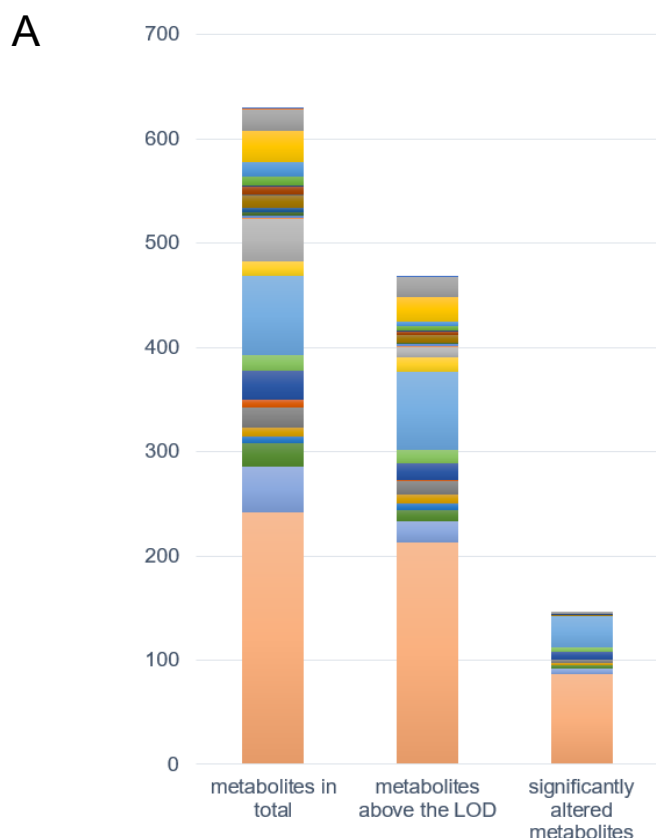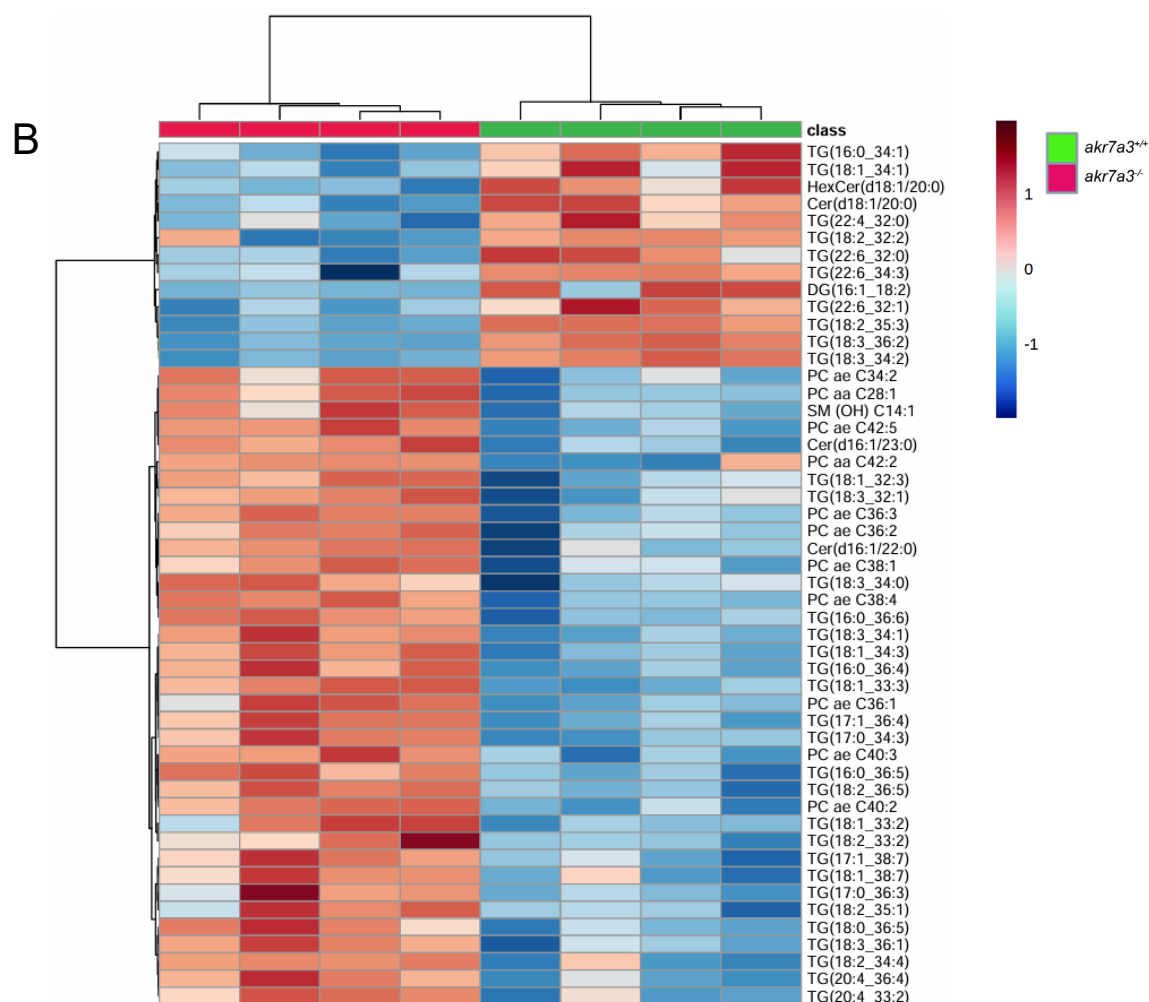

**Figure S3. Metabolomic analysis of *akr7a3* zebrafish larvae at 96 hpf.** (A) Overview of analyzed metabolites: 630 metabolites were analyzed; 469 metabolites were above LOD; 146 metabolites were significantly altered between *akr7a3<sup>+/+</sup>* and *akr7a3<sup>-/-</sup>* zebrafish larvae samples. (B) Heatmap based on metabolomic data indicated alterations of metabolites between *akr7a3<sup>-/-</sup>* and *akr7a3<sup>+/+</sup>* zebrafish larvae. n=4 clutches with 50 larvae. LOD, limit of detection.

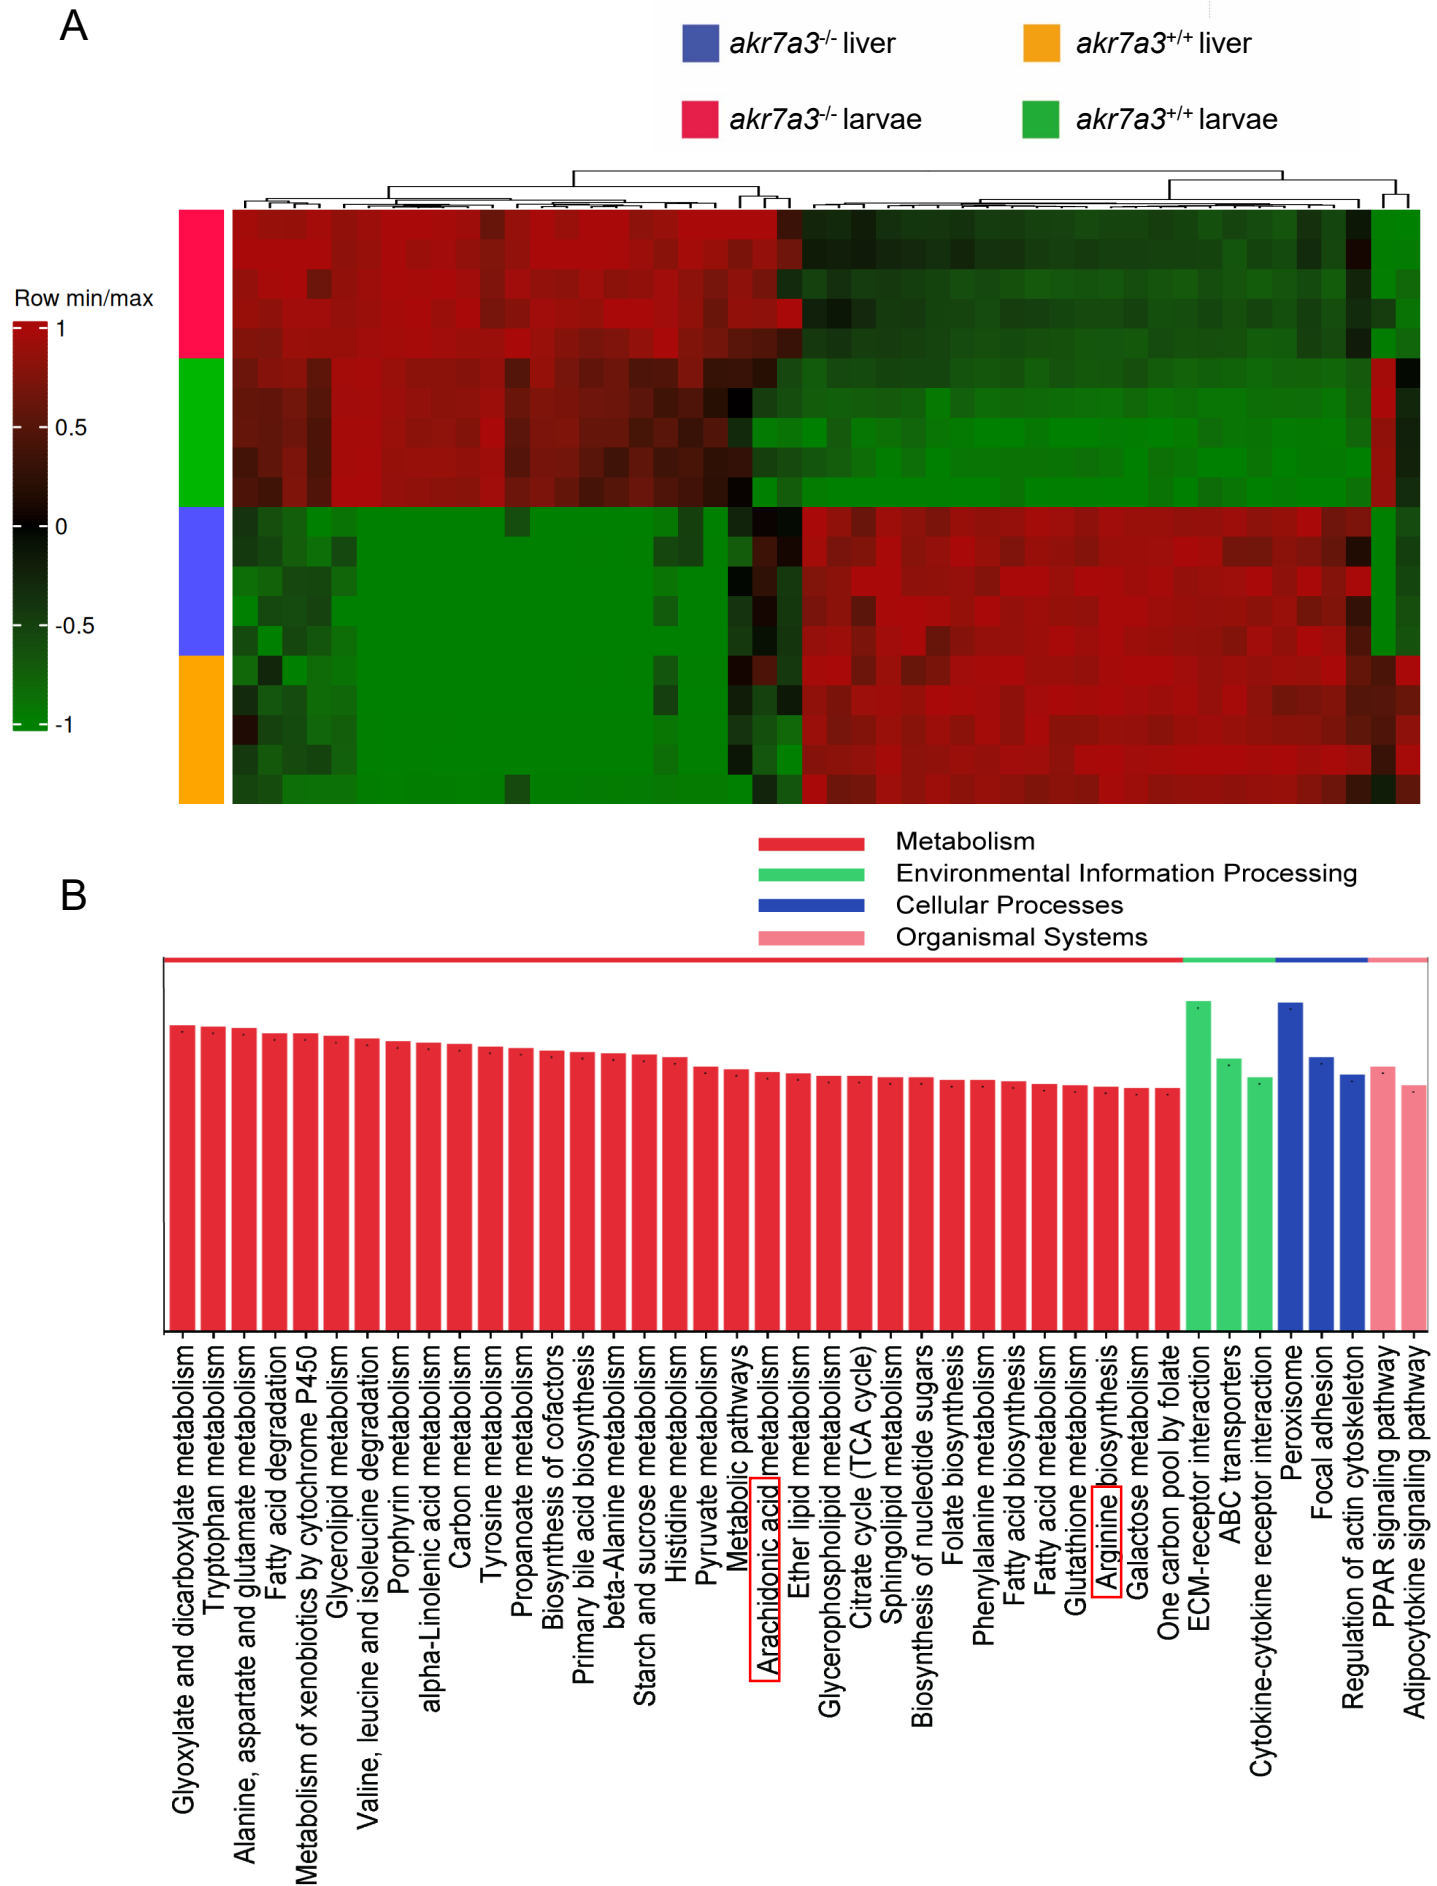

**Figure S4. Transcriptomic analysis of *akr7a3* zebrafish larvae and adult.** (A) Clustering analysis of RNA-seq disclosed that the gene expression profiles were significantly altered in larvae at 120hpf, and in adult livers between *akr7a3*<sup>-/-</sup> and *akr7a3*<sup>+/+</sup> zebrafish. (B) KEGG enrichment analysis of RNA-seq confirmed the alterations in metabolism, however the RNA-seq data also disclosed considerable changes in ECM-receptor interaction and peroxisome between *akr7a3*<sup>-/-</sup> and *akr7a3*<sup>+/+</sup> zebrafish. ECM, extracellular matrix. n = 5 clutches with 30 larvae or n = 5 adult livers.

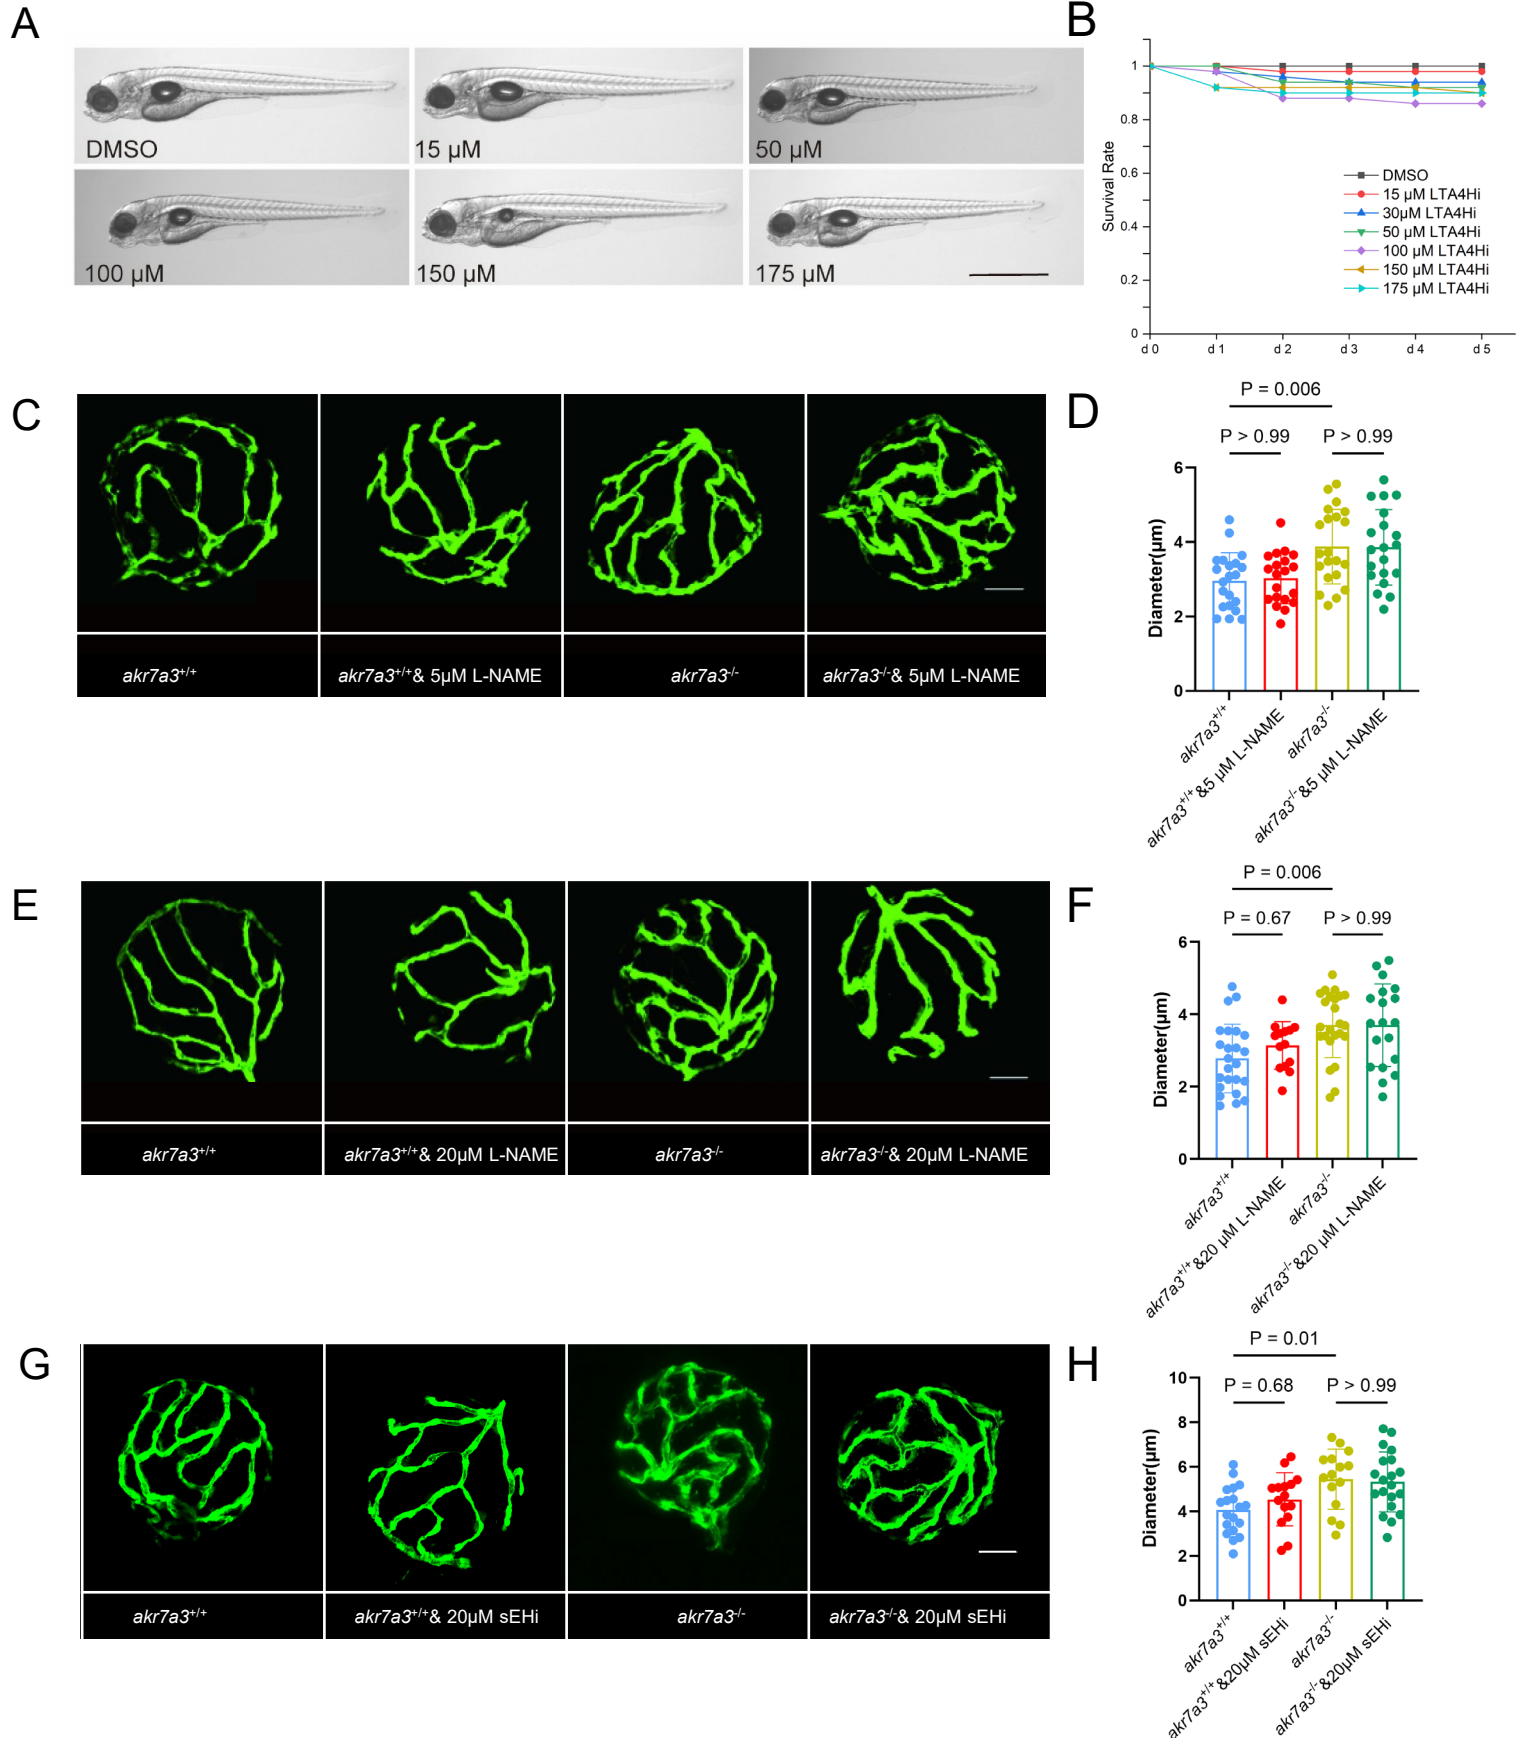

**Figure S5. LTA4Hi toxicity test and hyaloid vasculature rescue experiment in larvae** (A) Representative microscopic images of 96 hpf zebrafish larvae following treatment with 0-175  $\mu$ M LTA4Hi. Scale bar: 200  $\mu$ m. (B) Quantification of survival rates disclosed that even 175  $\mu$ M LTA4Hi had limited effect on larvae survival and development,  $n = 50$ . (C-H) Representative confocal microscopy images and quantification of hyaloid vasculature alteration in *akr7a3<sup>+/+</sup>* and *akr7a3<sup>-/-</sup>* zebrafish larvae treated with 5  $\mu$ M L-NAME, 20  $\mu$ M L-NAME and 20  $\mu$ M sEHi at 5 dpf. White scale bar = 30  $\mu$ m. The quantification indicated a significant increase in hyaloid vasculature diameter in *akr7a3<sup>-/-</sup>* larvae compared to *akr7a3<sup>+/+</sup>* zebrafish, but no rescue of diameter was observed after treatment with 5  $\mu$ M L-NAME, 20  $\mu$ M L-NAME or 20  $\mu$ M sEHi,  $n = 18-24$ . One datapoint indicates one hyaloid per larva. The bars indicate mean  $\pm$  SD values. Statistical analysis was performed by one-way ANOVA. LTA4Hi, leukotriene A4 hydrolase inhibitor; sEHi, epoxide hydrolase inhibitor; L-NAME,  $N_{\omega}$ -Nitro-L-Arginine Methyl Ester hydrochloride.

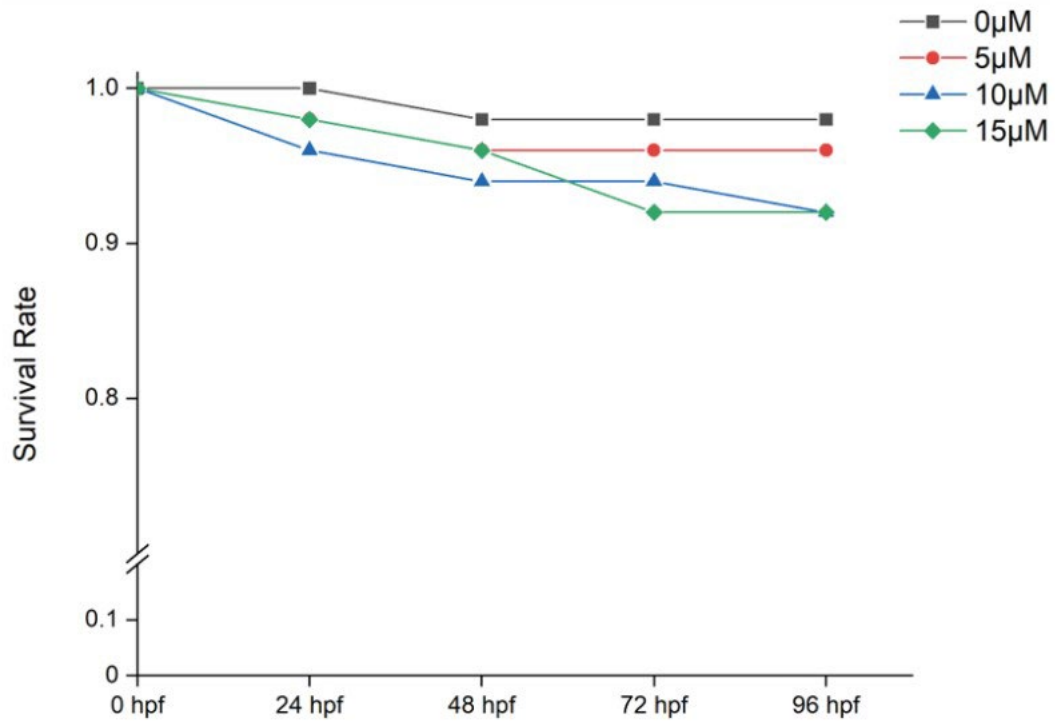

**Figure S6. ACR toxicity assay in zebrafish larvae.** (A) Survival rates decreased with increasing ACR concentrations in the larvae, indicating a potential dose-dependent effect of ACR toxicity within the tested range, n = 50.

# Supplementary material for: Endogenous acrolein accumulation in akr7a3 mutants causes microvascular dysfunction due to increased arachidonic acid metabolism
**Source:** Redox Biol. 2025 Apr 17;83:103639. doi: 10.1016/j.redox.2025.103639
**Supplement:** Multimedia component 2

| Primer Name                 | Sequence                 |
|-----------------------------|--------------------------|
| akr7a3_CRISPER_forward      | TAGGCCTGTAGTGTGTCCTGGA   |
| akr7a3_CRISPER_reverse      | AAACTCCAGGACACACTACAGG   |
| akr7a3_genotyping_forward   | TGACCGCACAGATGTCCACC     |
| akr7a3_genotyping_reverse   | GATCAGTCTCCCTACAGTAC     |
| akr7a3_qPCR_forward         | GTCACTCTGCTGGGCACCAT     |
| akr7a3_qPCR_reverse         | TTTGGTCGCGATTCTGAAGTGT   |
| arnt2_qPCR_forward          | AGCCAGACAGAGGTCTTCCA     |
| arnt2_qPCR_reverse          | CCGAGGTCAGCAAAGTCTTC     |
| b2m_qPCR_forward            | TGCCTTCACCCAGAGAAAGGA    |
| b2m_qPCR_reverse            | CTCGCTGCCCGGTTTGATTTA    |
| LTA4H_qPCR_forward          | CTCCAAGTGTGTTGGCTGGA     |
| LTA4H_qPCR_reverse          | GAGCTGCTCACCTCCATAC      |
| COX-2_qPCR_forward          | ACCAGGGCGTGTGTTTATCC     |
| COX-2_qPCR_reverse          | GTGAGAAGCTCAGGGTAGTG     |
| sEH_qPCR_forward            | GGCTGTTCAAGTCAAGGACG     |
| sEH_qPCR_reverse            | TGGATCTTCACACCAGGCTTAATA |
| CYP2_qPCR_forward           | ATTCCATTTTCCCTGGGGCTG    |
| CYP2_qPCR_reverse           | CCAAAGTGCTCTTCTGCGCT     |
| AhR_qPCR_forward            | GCCTGCGATGCAAAGGGTAA     |
| AhR_qPCR_reverse            | CCCATTTCCAACGGTTGTCC     |
| Junb-a_qPCR_forward         | GTCAGCTTCAGTACGTCCCA     |
| Junb-a_qPCR_reverse         | AAGTCGATTTTCGAGCGGAG     |
| Junb-b_qPCR_forward         | GGTCCTGAGGCACATGAACA     |
| Junb-b_qPCR_reverse         | TGAAAGTCCCGTCGCGTTTA     |
| LTB4R_qPCR_forward          | TGCCATTTTATCGCTCTGTGG    |
| LTB4R_qPCR_reverse          | AACAGGATGAAGGCGAAGGG     |
| CysLT1R_qPCR_forward        | AATCAACTTCGAAAGGGGCA     |
| CysLT1R_qPCR_reverse        | ACCACTCATGGAGGTCTGT      |
| CysLT2R_qPCR_forward        | CAATACTCTGCCGGTTTGGC     |
| CysLT2R_qPCR_reverse        | ATGCATTTCATGTCCGTTCTTTT  |
| CysLT3R_qPCR_forward        | AGAAGATGACAGCTGCTGCG     |
| CysLT3R_qPCR_reverse        | GCAGTTCTGGCTTCTGTTGC     |
| TNF- $\alpha$ _qPCR_forward | CCTGCTTGACAGATTGAGCGGAT  |
| TNF- $\alpha$ _qPCR_reverse | AAGCTTGAGAGTCGGGCGCTT    |
| IL-1 $\beta$ _qPCR_forward  | CTCCGCTCCACATCTCGTA      |
| IL-1 $\beta$ _qPCR_reverse  | TCCTGTCCATCTCCACCATC     |
| IL-6_qPCR_forward           | CCTCAGTCCTGGTGAACGA      |
| IL-6_qPCR_reverse           | CACGCTGGAGAAGTTGAACA     |
| M-CSF_qPCR_forward          | CAACTAACCAACCAGCACAGAG   |
| M-CSF_qPCR_reverse          | GAGGCAGTAGGCAGTGAGAA     |

Table continued

| Primer Name          | Sequence                    |
|----------------------|-----------------------------|
| akr1a1a_qPCR_forward | GGACCTCTACCTCATTCACTGG      |
| akr1a1a_qPCR_reverse | CCCTTGGTCAACCAGCTTC         |
| Nephrin_qPCR_forward | TTTTTGCTTCTTGTGGATTTC       |
| Nephrin_qPCR_reverse | ATTACGCGGCTCCGTCTT          |
| Podocin_qPCR_forward | GGAGTTATTAGCATTATTGGAGACTGA |
| Podocin_qPCR_reverse | CAGCTCACAACTCCAAGGTATT      |

How the deposited data were processed for this re-analysis (not part of the article)

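Gene expression was measured by RNA sequencing in 12 adult zebrafish eyes, 6 *akr7a3*+/+ and 6 *akr7a3*-/-. Each eye was assigned to its genotype and replicate number from its label. The authors mapped the reads to GRCz11 with HISAT2, counted them on genes with featureCounts and deposited FPKM values, 1 per gene and eye. Their methods name edgeR for normalization and limma for differential expression, and the paper's text gives no threshold for a changed gene. The annotation release and the settings for strand and for reads that map to several genes are not stated there, so that values of near-identical gene copies are uncertain.

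From the deposited FPKM values, the step that 1 read makes in each gene was used to work out the gene lengths, the total reads of each eye and the reads on each gene. Whole reads were found in all 12 eyes for 25430 of 25432 genes, and 99.971% of 3480 simulated genes with reads in every eye were recovered exactly. The totals ran from 21194609 to 35016388 reads. A gene at the filter's limit therefore rests on few reads when it is short, and its change is less precise than that of a gene with many reads. The design written beforehand named edgeR for a table of counts, and edgeR and DESeq2 were not used because the table holds FPKM.

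Genes were tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 0.5), with a variance trend and without the robust option, in a model with the genotype alone. The 18473 genes with at least 0.5 FPKM in at least 6 of the 12 eyes were tested, a filter that does not use the genotype. Genes with a Benjamini-Hochberg adjusted p under 0.05 are called changed. Pathway lists and lists of marker genes were written by symbol before the data were examined, since KEGG and GSVA were not used here. Over-representation was tested with a one-sided Fisher's exact test against all tested genes, a common shift of a list with limma's camera test at an inter-gene correlation of 0.01, and the score of a list with a two-sided exact permutation test. The p-values of the 20 pathway lists were adjusted together, as were those of the 9 marker lists.

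The genes named were chosen by a rule that was set together with the design. They are *akr7a3*, the genes the paper measured by RT-qPCR with their zebrafish copies (except CYP2, for which the paper names no single gene), the 5 largest rises and 5 largest falls among changed genes with a mean of at least 1 FPKM and no overlap between the genotypes, and the changed genes of the arachidonic acid, nitrogen and arginine lists. The gene nos2a of the arginine list, the cyp2 genes and the genes of marker lists named in the closing section were chosen after their values were seen. Both genotypes have eyes with the replicate numbers 1, 4 and 7, taken from the labels. No source says that these numbers pair animals, and the model has no block for them.

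The chromosome of each gene was taken from a table of the assembly GRCz12tu by symbol or synonym, which gave a chromosome for 89.7% of the tested genes. Since this is not the build the authors mapped to, the table served only to tell which genes share the chromosome of *akr7a3* or lie near it.

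The alternatives tried were median-of-ratios scaling, no filter, at least 10 reads in every eye, leaving out each eye, a block on the shared replicate numbers, an absolute log2 fold change of at least 1 and leaving out the chromosome of *akr7a3*. For the lists they were a shorter arachidonic acid list, another background, rising or falling genes alone, an estimated inter-gene correlation and the median z score, and for the grouping other gene numbers, linkages and distances. Limma's voom on the recovered reads with median-of-ratios library sizes, pseudocounts of 0.1 and 1, and quantile normalization were added after seeing the data. The main steps were tested on simulated eyes, with changes of at least 1 on the log2 scale and none smaller. There, 94.0% of 199 changed genes were called and 5.08% of 197 calls were wrong. When the muscle list genes tested in the real eyes were lowered by 1 on the log2 scale, 8 of the 32 list genes tested in the simulated eyes were called. Larvae and livers are not analysed here.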

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

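The tests of the clock arms, of mislabelling, of the share of reads on a few genes and of list scores as covariates, and the counts of other splits for the chromosome and for every list but the clock and arachidonic acid lists, were chosen only after the results were seen. So were the test of scaling for the immediate-early genes and the counts of neighbours of *akr7a3*. Other splits of the 12 eyes into 6 and 6 were limited to the 80 that part the eyes of each shared replicate number as the genotypes do, the real split included. The other 79 splits mix the genotypes.

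Circadian clock genes, which the paper does not discuss, changed more often than the tested genes as a whole. Of 40 tested clock genes 29 changed (72.5%, against 11.5% of all tested genes), 14 higher and 15 lower in *akr7a3*-/- eyes (odds ratio 20.5, one-sided Fisher's exact test, adjusted p = 3.15e-18 over the 9 marker lists). With p-values adjusted over the list alone, 30 changed. In 12 genes every *akr7a3*-/- eye was above and in 15 below every *akr7a3*+/+ eye, where chance gives 0.216% of genes. per1b fell from 18.0 ± 2.23 to 2.66 ± 0.6246 FPKM and nr1d2b from 129 ± 24.0 to 24.7 ± 5.17 FPKM, while arntl1a rose from 25.9 ± 2.68 to 43.1 ± 1.65 FPKM and clocka from 3.64 ± 0.746 to 10.4 ± 1.66 FPKM (SD, n = 6 each). Only 1 of the 80 splits, the real one, gave as many changed clock genes, and the highest number in another split was 0. With median-of-ratios scaling 30 clock genes changed, so the change does not rest on this scaling. In 0 *akr7a3*-/- eyes was *akr7a3* at or above the lowest *akr7a3*+/+ eye, so no eye appears mislabelled. Of the changed clock genes 3, per3, bhlhe40 and nr1d4b, lie on the chromosome of *akr7a3*. A linked variant in 1 of them could move the other clock genes, and this cannot be told apart from the other explanations. The largest mean change of a tissue marker list was 1.19 in size on the log2 scale, beside a median of 1.30 for the changed clock genes. These genes were picked as changed, so the comparison cannot decide about tissue dissected with the eye. Of the genes that the CLOCK-BMAL complex drives (the per and rev-erb arm), 13 of 16 changed, 11 of them lower, and of the genes of the opposite arm 6 of 6 changed, all higher. Together 17 of the 19 changed genes of these arms moved in opposite directions. A candidate explanation is that the genotypes were collected at different times of day, and another is a clock shifted by the loss of *akr7a3*. Both predict opposite arms. The paper gives a light and dark cycle for adult zebrafish, but its text names no time of collection, and these explanations cannot be told apart here.

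Immediate-early genes, which respond within minutes to light, handling and other stimuli, were lower in *akr7a3*-/- eyes. Of 26 tested genes 20 changed (22 with p-values adjusted over the list alone), 19 lower and 1, klf2a, higher, and the mean log2 fold change was −0.95 (limma's camera test, adjusted p = 2.53e-11). fosab fell from 88.7 ± 25.8 to 14.0 ± 6.10 FPKM and egr1 from 143 ± 29.3 to 45.5 ± 16.5 FPKM (SD, n = 6 each). Only the real split, 1 of 80, gave as many changed genes, and 20 changed with median-of-ratios scaling. With the lens, muscle and haemoglobin scores as covariates 4 changed, which cannot decide for the reason given with those lists. Light or handling before the eyes were frozen may differ between the genotypes. The paper states that fish were moved promptly into ice-cold PBS after euthanasia and that collected organs were weighed and frozen at once, but its text and the labels give no time or light condition for each eye with which to test this, so a change caused by *akr7a3* cannot be told apart from it.

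Of 37 tested rod and cone phototransduction genes 19 changed, 11 higher and 8 lower (odds ratio 8.15, one-sided Fisher's exact test, adjusted p = 9.59e-09). The real split was the only 1 of 80 with as many. With the 3 list scores as covariates 2 changed. The list as a whole did not pass the threshold for a common shift (mean log2 fold change 0.14, limma's camera test, adjusted p = 0.0593). As for the clock genes, the time of collection is not named in the paper's text, and a biological change cannot be told apart from it.

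By limma's camera test 3 of 7 tissue marker lists moved as a whole, which is the result that other tissue dissected with the eye would give. That test used a preset inter-gene correlation of 0.01, which takes the genes of a list as nearly independent. Its p-values can be too small for marker genes that vary together between eyes. Muscle genes were lower, with 10 of 30 changed, all lower (22 with p-values adjusted over the list alone), and a mean log2 fold change of −0.59 (limma's camera test, adjusted p = 1.06e-08). 27 of the 30 had a log2 fold change below 0, and 1 of 80 splits, the real one, gave as large a mean change. The 42 genes of the lens list, crystallins and other lens genes, all had a log2 fold change below 0, with a mean log2 fold change of −1.19 (limma's camera test, adjusted p = 1.33e-07), but 2 passed the threshold. 7 of the 80 splits, the real one included, gave as large a mean change, while the lens score differed between the genotypes over all groupings into 6 and 6 (two-sided exact permutation test, p = 0.0303). Whether the shift exceeds what other groupings give is therefore open. The 7 genes of the haemoglobin list, which include alas2 and slc4a1a, had a mean log2 fold change of 0.91 (limma's camera test, adjusted p = 0.0191), with 6 of 7 log2 fold changes above 0. Only slc4a1a passed the threshold, and no haemoglobin gene did. 2 of the 80 splits, the real one included, gave as large a mean change, and the score had an exact permutation p of 0.0303. When the 3 scores entered the model as covariates, 177 genes changed, of which 166 were among the 2133. The muscle score alone left 156 changed genes, the lens score alone 1362 and the haemoglobin score alone 1096. 20 random covariates with the muscle score's correlation with the genotype left between 150 and 801 changed genes, with a median of 265.5, and 1 of them left as few as the muscle score. Of the 40 tested clock genes, 14 changed in the model with all 3 covariates, 17 with the muscle score, 27 with the lens score and 29 with the haemoglobin score. Unequal amounts of muscle, lens or blood carried along with the eye may account for part of the changed genes. Random covariates that follow the genotype as closely also removed most of the changed genes. The number left with the muscle score was at the low end of theirs, so a part due to muscle itself is neither shown nor excluded. A change of these tissues in the mutants predicts the same shifts and was not tested separately.

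On the chromosome that holds *akr7a3* in GRCz12tu, 86 of 572 tested genes changed (15.0%), against 11.7% of the genes on other chromosomes (odds ratio 1.33, one-sided Fisher's exact test, p = 0.0112). The chromosome ranked 2 among 25. In the mean size of limma's test statistic against other chromosomes, 1 of 80 splits, the real one, gave as large a difference. No other split gave more than 5 changed genes. This count of splits therefore cannot tell a feature of that chromosome from the general difference between the genotypes. Of the 167 tested genes within 100 places of *akr7a3* on either side, 29 changed (17.4%), and of the nearest 20, 3 changed (15.0%). A haplotype that was carried along with the mutation is a candidate explanation for the excess, which is small beside the 2133 changed genes. A change of these genes by the loss of *akr7a3* was not tested separately.

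Single eyes stood apart from the other 5 of their genotype in 10 of 178 groups, where chance gives about 8.9. In *akr7a3*-/- eye 7, npas2 was 47.2, nr1d1 3.02 and si:ch211-113j13.2 28.9 FPKM. In *akr7a3*-/- eye 8, arntl1b was 24.7 and fbxl3l 4.85 FPKM. In *akr7a3*+/+ eye 2, fosb was 24.0 and fosl1a 1.92 FPKM, and in *akr7a3*+/+ eye 6, npas2 was 25.4 FPKM. *akr7a3*-/- eye 1 had a lens list score of −2.60 and a first principal component of 34.0. The number of such eyes is about what chance gives, and no biological explanation was tested.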

How the results depend on the processing

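The alternatives named here were set before the data were examined, with some exceptions that were chosen after seeing the data. These are limma's voom on recovered reads, the pseudocounts of 0.1 and 1, quantile normalization and the unpaired fit of 6 eyes. They include the counts of over-represented lists with the shorter list, the other background and rising or falling genes alone. They also include the counts of changed clock and immediate-early genes given in this section. DESeq2, edgeR and TMM scaling were not run, because the table holds FPKM. The alternative that leaves out the chromosome of *akr7a3* gives no value for *akr7a3* or for that chromosome.

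The number of changed genes was 2133, and between 1518 and 2029 across the 12 fits that each left out one eye. limma's voom on recovered reads called 2313 genes, of which 2019 were among the 2133. The added condition of an absolute log2 fold change of at least 1 left 213 genes, 17 of the clock genes, and an odds ratio of 1.27 for the chromosome of *akr7a3* (one-sided Fisher's exact test, p = 0.309, the highest p among its alternatives; the lowest was 0.000161, without *akr7a3*+/+ replicate 3; the cause was not tested). Over the 12 fits that each left out one eye, that odds ratio ran from 1.28 to 1.60, the changed clock genes from 28 to 30 and the changed immediate-early genes from 17 to 20.

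The share of changed genes that were lower was 49.9% (exact 95% confidence interval 47.8 to 52.1%). It was 46.9% with voom, 47.7% with median-of-ratios scaling, 44.0% with quantile normalization and 54.5% with the added fold change condition, and from 45.1% to 53.6% across the fits that each left out one eye; the cause was not tested. The median log2 fold change of all tested genes was −0.0080 and, with median-of-ratios scaling, −0.0065.

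The arachidonic acid, nitrogen and arginine lists stayed on the same side of the threshold for over-representation under every alternative in which they were tested and more than 1 gene changed. Direction was not computed with the added fold change condition, the other background, or rising or falling genes alone. Wherever it was computed it did not pass the threshold, and the mean log2 fold changes kept their sign. The number of over-represented lists was 0 in every alternative that counted it, with at most 1 list at an unadjusted p under 0.05. The difference in the arachidonic acid score ran from −0.262 to −0.132 across the fits that each left out one eye, and passed the threshold in 1 of them, without *akr7a3*-/- replicate 1 (two-sided exact permutation test, p = 0.0498, against up to 0.314 in the other fits; the cause was not tested). Its p ran from 0.0628 with median-of-ratios scaling to 0.403 with the shorter list under the alternatives that kept all eyes. The tree placed 7 eyes with their genotype, 8 when all tested genes were used, and 6 or 7 when each eye was left out.

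Pairing was examined with a replicate block on the 3 shared numbers. Same-numbered eyes did not deviate together (mean correlation of their deviations −0.015, against 0.0016 for other pairs), and they are different animals by their genotype. In the fit with the block on these 6 eyes, 1 gene changed (2492 at an unadjusted p under 0.05), with 0 clock and 0 immediate-early genes, and *akr7a3* had a log2 fold change of −1.38 (adjusted p = 0.138 from limma). With 1 changed gene, over-representation of the lists is hardly tested. Of the named genes, 66 that were past the threshold with 12 eyes were not past it in this fit of 6. Under the other alternatives the adjusted p of *akr7a3* from limma ran from 1.54e-05 to 0.000141. An unpaired fit of the same 6 eyes called 126 genes (2629 at an unadjusted p under 0.05). A share of lower genes and an odds ratio were not computed from 1 gene.

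Among the single genes named, the sign changed in genes with log2 fold changes near 0. For arnt2 it was −0.0059 with voom and from −0.072 to 0.083 across the fits that each left out one eye. For csf1b the log2 fold change was 0.10 with the replicate block and from −0.080 to 0.0090, and for ahr2 from −0.062 to 0.025, across those fits. Counting each named gene in each of the 12 fits that left out one eye, 57 gene and fit combinations lost the threshold, 868 did not change their call and 11 changed sign. In single fits of the named genes, 5 lost the threshold without the filter, 2 with quantile normalization, 1 with voom and 1 with median-of-ratios scaling.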

Differences from the paper's values

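In the heatmap of Fig. 5B, about 61% of the genes are lower in *akr7a3*-/- eyes (read by eye), against 49.9% of the changed genes here. The highest share among the alternatives was 54.5%, with the added condition of an absolute log2 fold change of at least 1.

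The tree of Fig. 5B parts the eyes by genotype without exception. The tree of the 500 most variable genes placed 7 of 12 eyes with their genotype, and none of the alternatives run placed more than 8. A cut that sets a single *akr7a3*-/- eye apart, as here, gives 7 however the other eyes group. The first principal component of the same genes separated the genotypes without overlap. The genes of Fig. 5B were chosen in a way the paper's text does not name.

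The paper states that arginine biosynthesis and nitrogen metabolism were increased. It cites a supplementary figure beside Fig. 5C, and the legend of that figure names larvae and adult livers, not analysed here. Arginine biosynthesis was added here to the pathways of Fig. 5C, so the tissue behind that statement is unclear. In the eyes, the mean log2 fold change of the arginine list was −0.095 (median 0.038; limma's camera test, adjusted p = 0.815), and that of the nitrogen list was 0.12 (adjusted p = 0.420). The paper states that the arachidonic acid pathway was enriched in the transcriptome, and in the discussion that it was up-regulated. For this pathway too it cites the figure on larvae and livers beside that on eyes. The eyes gave 6 changed genes of 52 (11.5%), a mean log2 fold change of −0.13 (limma's camera test, adjusted p = 0.420) and a score difference of −0.193 (two-sided exact permutation test, p = 0.147), so a shift in neither direction passed the threshold. Fig. 5C lists enriched pathways, of which 0 passed the threshold here. The lists here were written by symbol, and no alternative used KEGG's own lists. Whether the choice of genes in the lists explains the difference was therefore not tested. None of the alternatives in which the lists were tested called any of them over-represented, and none for which a direction was computed called the arachidonic acid, nitrogen or arginine list higher in *akr7a3*-/- eyes.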

Other observations

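The tests of the share of reads on a few genes, and the counts of other splits for the nitrogen and arginine lists, were chosen only after the results were seen.

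The number of changed genes, 2133, was reached by 1 of 80 splits of the eyes, the real one, and the highest number in another split was 5. Total reads did not differ between the genotypes (two-sided exact permutation test, p = 0.970). The log2 fold change was only weakly related to gene length across the tested genes, which are not independent replicates (Spearman's rho 0.12). The 10 genes with most reads took 11.0 ± 1.07% of the reads in *akr7a3*+/+ and 11.9 ± 0.630% in *akr7a3*-/- eyes (SD, n = 6 each; two-sided exact permutation test, p = 0.106). These tests gave no sign that unequal depth or a few dominant genes explain the changes, but 6 eyes against 6 cannot exclude a small part. No fit corrected for gene length was run, so a small part of gene length is not excluded either. The tissue and collection explanations given with the lists above remain.

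A difference in the arachidonic acid score as large was given by 8 of the 80 splits, the real one included. For the mean change of the nitrogen list it was 4 of 80, and for the arginine list 5 of 80, counted in the same way. Whether the arachidonic acid score follows the clock was examined within each genotype, over 4 relations. With the clock score, the mean z score of the per and rev-erb arm minus that of the opposite arm, Pearson's r was −0.17 in *akr7a3*+/+ eyes (exact permutation test over 6 eyes, p = 0.815; Spearman's rho 0.14, p = 0.803) and 0.59 in *akr7a3*-/- eyes (exact permutation test over 6 eyes, p = 0.226; Spearman's rho 0.60, p = 0.242). Without the 2 eyes farthest from the median clock score, r was −0.91 and 0.49. For lta4h, r was 0.61 in *akr7a3*+/+ eyes (exact permutation test, p = 0.219; Spearman's rho 0.71, p = 0.136; 0.44 without the 2 farthest eyes) and −0.23 in *akr7a3*-/- eyes (exact permutation test, p = 0.661; Spearman's rho −0.20, p = 0.714; 0.29 without them). The lowest adjusted p over the 4 relations was 0.453. 6 eyes cannot show a weak relation, so a common cause with the clock difference could not be excluded.

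The paper measured several genes by RT-qPCR, and their values in the eye RNA-seq were as follows. For AhR, Junb, the leukotriene receptors and the cytokines, the paper's text names eyes while the legends of Figs. 6 and 7 name clutches of larvae, so the tissue compared is unclear. lta4h was higher and ptgs2a lower in *akr7a3*-/- eyes, the directions the paper reports for LTA4H and COX-2. The other COX-2 gene, ptgs2b, did not change (log2 fold change −0.45, standard error 0.48, adjusted p = 0.596 from limma). ephx2, for sEH, which the paper reports as increased, had 9.70 ± 1.19 FPKM in *akr7a3*+/+ and 8.63 ± 1.73 FPKM in *akr7a3*-/- eyes (SD, n = 6 each; log2 fold change −0.18, adjusted p = 0.427 from limma). Of the AhR genes, ahr1b rose from 31.8 ± 4.94 to 45.1 ± 3.58 FPKM (SD, n = 6 each; log2 fold change 0.51, adjusted p = 0.00530 from limma) with no overlap, while ahr2 did not change (log2 fold change −0.023, adjusted p = 0.908 from limma) and ahr1a was below the filter. The paper reports an increase of AhR. junba fell from 101 ± 25.6 to 30.9 ± 6.47 FPKM and junbb from 165 ± 29.0 to 38.5 ± 15.8 FPKM (SD, n = 6 each), as the paper reports for both, and both are immediate-early genes of the list described above. Of the leukotriene B4 receptor genes, ltb4r2b did not change (log2 fold change −0.085, adjusted p = 0.761 from limma), and ltb4r and ltb4r2a, at means of at most 0.282 FPKM, were below the filter, while the paper reports LTB4R as increased. il1b was also below the filter, with 0.891 ± 0.575 FPKM in *akr7a3*+/+ and 0.210 ± 0.0387 FPKM in *akr7a3*-/- eyes (SD, n = 6 each). Every *akr7a3*-/- eye was below every *akr7a3*+/+ eye (two-sided exact permutation test, p = 0.00216), and without the filter the log2 fold change was −0.88 (adjusted p = 0.0215 from limma). tnfa, also below the filter, had 0.292 ± 0.238 FPKM in *akr7a3*+/+ and 0.0819 ± 0.0663 FPKM in *akr7a3*-/- eyes (SD, n = 6 each). It was lower in *akr7a3*-/- eyes by the two-sided exact permutation test (p = 0.0260), while without the filter the adjusted p from limma was 0.158. The related gene tnfb did not change (log2 fold change −0.28, adjusted p = 0.438 from limma). The paper reports IL-1β and TNF-α as increased. It reports IL-6 and M-CSF as higher without significance. il6, below the filter, had 0.246 ± 0.209 FPKM in *akr7a3*+/+ and 0.0615 ± 0.0438 FPKM in *akr7a3*-/- eyes (SD, n = 6 each; two-sided exact permutation test, p = 0.0108; without the filter, adjusted p = 0.140 from limma). The M-CSF genes csf1a and csf1b did not change (log2 fold changes −0.12 and −0.023, adjusted p = 0.667 and 0.909 from limma). Neither did cysltr1 (log2 fold change 0.21, adjusted p = 0.668 from limma) and cysltr3 (log2 fold change −0.33, adjusted p = 0.350 from limma), for which the paper reports no significant change. The table has no gene under the symbol cysltr2, for CysLT2R. The paper reports CYP2 as unchanged without naming the gene, and of the 11 cyp2 genes of the arachidonic acid list 1 changed, cyp2n13 (log2 fold change −0.62, adjusted p = 0.0378 from limma).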
